# The brain regulatory program predates central nervous system evolution

**DOI:** 10.1038/s41598-023-35721-4

**Published:** 2023-05-27

**Authors:** Dylan Faltine-Gonzalez, Jamie Havrilak, Michael J. Layden

**Keywords:** Neurogenesis, Evolutionary developmental biology

## Abstract

Understanding how brains evolved is critical to determine the origin(s) of centralized nervous systems. Brains are patterned along their anteroposterior axis by stripes of gene expression that appear to be conserved, suggesting brains are homologous. However, the striped expression is also part of the deeply conserved anteroposterior axial program. An emerging hypothesis is that similarities in brain patterning are convergent, arising through the repeated co-option of axial programs. To resolve whether shared brain neuronal programs likely reflect convergence or homology, we investigated the evolution of axial programs in neurogenesis. We show that the bilaterian anteroposterior program patterns the nerve net of the cnidarian *Nematostella* along the oral-aboral axis arguing that anteroposterior programs regionalized developing nervous systems in the cnidarian–bilaterian common ancestor prior to the emergence of brains. This finding rejects shared patterning as sufficient evidence to support brain homology and provides functional support for the plausibility that axial programs could be co-opted if nervous systems centralized in multiple lineages.

## Introduction

Efforts to identify the origin(s) of bilaterian CNSs have been reinvigorated by advances in genomics, phylogenetics, and increased taxon sampling^1^. CNSs are typically organized along the anteroposterior axis, with an anterior brain and lateral nerve cords that extend posteriorly from the brain. Determining the homology of nerve cords is challenging, because they are not patterned by a clearly conserved molecular program nor do they emerge from a clearly homologous position on the bilaterian bauplan^2,3^. These observations suggest that understanding the origin of brains will be critical to determine the origin of CNSs.

Initially, the presence of tripartite brains patterned by strikingly similar mechanisms in *Drosophila* (protostome) and vertebrates (deuterostome) suggested that a morphologically complex brain arose deep in the bilaterian lineage and was considered strong support for the homology of all brains. Fossil evidence and careful mapping of morphologies onto the phylogeny argue morphological complexity is convergent^2–6^. However, similar gene expression patterns along the anteroposterior axis appear well conserved regardless of brain morphology (Fig. 1a)^4,5,7–12^. In the ectoderm, presumptive brains are regionalized by a posterior source of canonical Wnt (cWnt) and other morphogens^13–16^. Regionalization generates stripes of gene expression that partition the anteroposterior axis into distinct domains that in turn give rise to distinct neuronal subtypes (Fig. 1a,b(box)). For example, *six3* is a highly conserved anterior region marker that promotes anterior neuronal fates and represses posteriorizing cWnt (Fig. 1a)^12,17^. The remaining regionalized genes (*e.g. irx, foxq2, rx, otx, gbx, pax, otp, fez, dlx*) are expressed in similar, albeit not identical, patterns (Fig. 1a)^5,8,18–33^. This similarity of gene expression between regionalization programs in protostome and deuterostome brains is considered strong support for their homology (Fig. 1b; Scenario 1)^4,5^.

**Figure 1:**
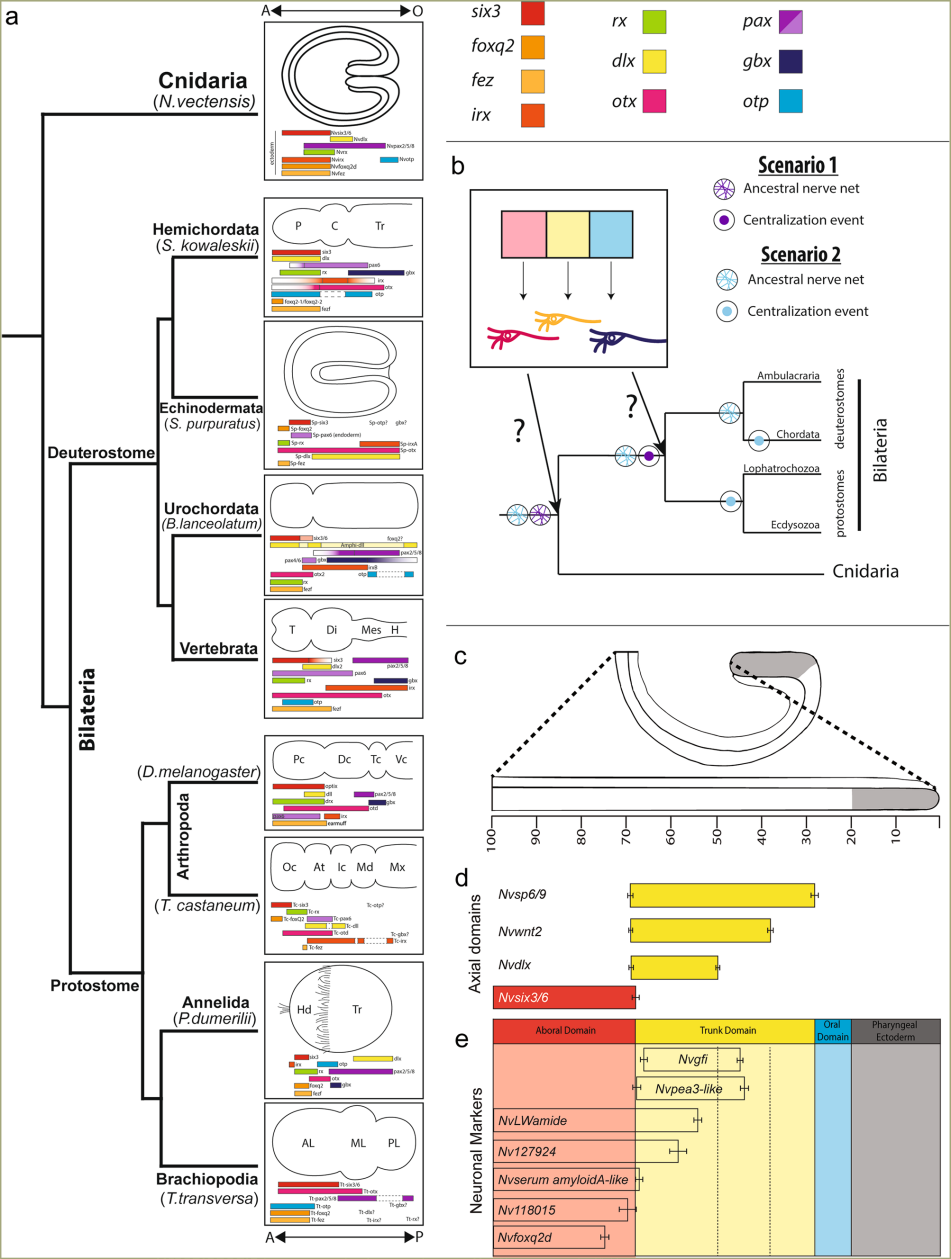
Stripes of regionalized gene expression pattern developing nervous systems. (**a**) Published expression domains of regional gene homologs shown in representative taxa from bilaterian species and *Nematostella*. (**b**) Strips of regionalized gene expression regulate neuronal fates within their respective domain (box). This patterning mechanism may have evolved coincidently with the evolution of an ancestral CNS (Scenario 1) or prior to CNS evolution (Scenario 2). (**c**) Positional information was normalized to percent embryo length with 0% being the tip of pharyngeal ectoderm (grey) and 100% at the aboral pole. (**d**) Average boundaries of candidate neuronal subtype regulators tested in this study. Example data in Supplemental Fig. 1. (**e**) Average expression domain for neuronal subtype markers. Example data in Supplemental Fig. 1. The bars indicate the 95% confidence interval for each domain boundary. Full list of homologs and their associated references can be found in Table S1.

Interrogation of “brain” programs in additional species suggests that the conserved anteroposterior patterning program is not sufficient to reflect homology. Regionalized genes broadly pattern the ectoderm of hemichordates, echinoderms, brachiopods, and cnidarians, all of which lack centralized nervous systems and/or brain-like anterior neuronal condensations (Fig. 1a)^8,19,29,31^. Even within species that have a brain, stripes of regional genes are not restricted to the neuroectoderm^3,22,32–36^. This has led to the proposal that axial patterning programs have been co-opted to pattern the brain^2^. To understand the significance of similar regionalization programs with regards to brain evolution, it is critical to determine when the neuronal role for the axial programs evolved. For conserved regionalization programs to provide strong support for homology, their neuronal function should coincide with the emergence of a single ancestral brain, when the single centralization event occurred, presumably in the protostome–deuterostome ancestor (Fig. 1b, Scenario B). However, if axial patterning genes functioned to regionalize ancestral nerve nets, it would argue that one ancestral function of axial programs genes was to pattern developing nervous systems, which would preclude the use of this trait alone as support for a common origin of all bilaterian brains. Thus, we set out to identify when axial programs evolved a role in regionalized patterning of developing nervous systems.

Cnidarians (e.g. sea anemones, corals, jellyfish, hydras) are the sister taxon to bilaterians and previous efforts demonstrated that cnidarian nerve nets and bilaterian centralized nervous systems evolved from a nerve net-like nervous system in their common ancestor (Fig. 1b)^37^. This makes cnidarians informative for determining if neuronal roles for axial programs evolved prior to or within the bilaterian lineage. Graded cWnt activity highest at the oral end of the cnidarian sea anemone *Nematostella vectensis* patterns homologs of bilaterian regionally expressed genes into stripes along oral–aboral (O–A) axis using the same regulatory logic observed in bilaterian anteroposterior axis^38,39^. Moreover, homologs are expressed in the same relative order in both bilaterians and *Nematostella*^38–43^ (Fig. 1a). These data indicate that O–A patterning in cnidarians and A–P patterning in bilaterians are derived from a common ancestral axial program^38^. Although the full complement of *Nematostella* neuronal subtypes is poorly understood, expression of the few known subtype markers indicate that the nerve net is regionalized along the O–A axis during development^44,45^*.* Similarly, global misexpression of neuronal transcription factors are only able to increase expression of target genes within the domains in which they are normally expressed^45^. These observations argue that axial programs impinge on neuronal programs to pattern neuronal subtypes in a regionalized manner along the O–A axis. Here we test the hypothesis that homologs of the bilaterian anteroposterior regionalization program regulate neuronal patterning along the O–A axis in *Nematostella.*

## Results

### Identifying candidate neuronal subtype specifiers

To identify putative neuronal regionalization genes and regionalized neuronal subtypes, the expression domain of regional genes and neuronal markers were quantified in gastrulae by calculating the oral and aboral expression limits for each gene expressed as percent embryo length (PEL) (Fig. 1c–e; Supplementary Fig. 1) (see “Methods”). This approach confirmed the known boundary between the *Nvsix3/6*+ aboral domain and the *Nvwnt2*+ domain^38^, and the expression of *Nvfoxq2d* within the *Nvsix3/6*+ aboral domain (Fig. 1c–e; Supplementary Fig. 1a,b)^46^. The previously identified neuronal genes *Nv118015* and *Nvserum amyloid A-like* were restricted to the aboral domain (Fig. 1d,e; Supplementary Fig. 1c,d). *Nv127924*+ and *NvLWamide-like*+ neurons are expressed throughout the aboral and the *Nvwnt2*+ and *Nvdlx*+ trunk domains (Fig. 1d,e; Supplementary Fig. 1e,f) making them less informative for this study. *Nvpea3-like* and *Nvgfi* have previously been identified as potential neuronal markers^44^. *Nvpea3-like* initiates at the boundary of trunk and aboral domains and spans the *Nvdlx*+ trunk region terminating within the *Nvwnt2*+ domain (Fig. 1d,e; Supplementary Fig. 1j). *Nvgfi-like* is also expressed in the trunk region within the *Nvdlx*+*, Nvwnt2*+*,* and *Nvsp6-9*+ domains (Fig. 1d,e; Supplementary Fig. 1i). 

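Single cell RNA sequencing was performed on dissociated wild-type gastrulae of the sea anemone *Nematostella vectensis* at 24 h post fertilization. The data comprise 4 droplet libraries that the labels describe as technical replicates drawn from a single pool of embryos. They therefore hold 1 condition, and each p-value given for these cells measures only the technical spread between libraries. The authors aligned the reads with Cell Ranger and counted unique molecular identifiers (UMIs) per gene and cell barcode over exons and introns. The deposited counts hold 4251, 3319, 2686 and 8523 barcodes for replicates 1 to 4, with 45268807, 25047237, 22980631 and 56880930 UMIs in total. The median depth per barcode was 4892, 4110, 3805.5 and 1739 UMIs, so replicate 4 had the most barcodes and the fewest UMIs in each. From these counts the barcodes were filtered by the paper's limits, normalized by the default log normalization of Seurat, and clustered on 4000 variable genes at a resolution of 0.5. The paper's text does not name the number of principal components, and 30 were used here with the 4 libraries merged and not integrated. A cluster was called neuron-like or progenitor-like where all 3 genes that Table S2 gives for that type were at least 2-fold above all other cells, in counts scaled to a common library total (CPM) of UMIs summed over the cluster with 10 CPM added to both sides. Scrublet called 0 of 15780 barcodes a doublet, which shows that its automatic threshold did not separate doublets here, and no barcode was removed as one. *Nvgfi-like* and *Nvpea3-like* have no gene identifier in the sources used here, so their single cell counts were not analysed here. The genes followed instead are those of Table S2, above all *NvashA*, the neuronal gene that Fig. 2b shows beside them.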

To confirm that *Nvgfi-like* and *Nvpea3-like* are neuronal markers, we showed that cells expressing each marker are localized to known neuronal clusters in our single cell RNAseq data generated from gastrula stage embryos (Fig. 2a,b), and that they both require *NvsoxB(2)* and *Nvath-like* for expression (Fig. 2c). These data suggested that we have identified neuronal subtypes born within the aboral domain and trunk domains and that *Nvsix3/6* and *Nvwnt2* are candidate regional genes upstream of neuronal patterning.

**Figure 2:**
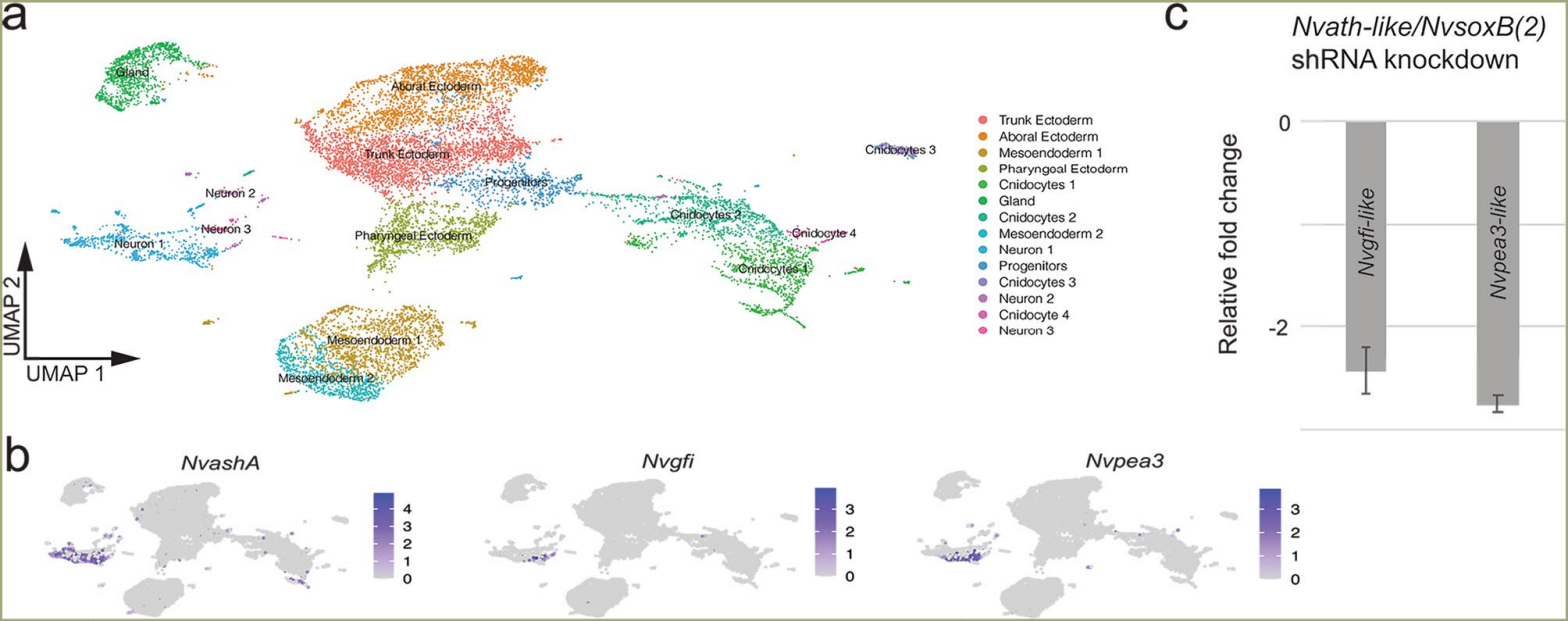
*Nvpea3-like* and *Nvgfi-like* are neuronal subtype identifiers. (**a**) Cell clusters identified in single cell RNA sequencing data from late gastrula embryos. Cluster identities were assigned as previously described (Table S2)^47^. (**b**) The known neuronal markers *NvashA, Nvgfi-like,* and *Nvpea3-like* cluster within the identified neuronal cluster. (**c**) *Nvgfi-like* and *Nvpea3-like* expression is reduced when known neuronal genes *Nvath-like* and *NvsoxB(2)* are knocked down using shRNA mediated gene knockdown*.*

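Cells with a UMI of *NvashA* (NV2g009665000.1), a transcription factor of the proneural achaete-scute family, were concentrated in the neuron-like clusters. These clusters held 45.2% ± 2.61 (SD, n = 4 libraries) of the *NvashA*-positive cells and 4.06% ± 1.81 (SD, n = 4) of all 13762 cells. The difference was 41.2 percentage points ± 2.51 (SD), with a range of 39.4 to 44.9, and was positive in 4 of 4 libraries (two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 libraries allow). *NvashA* UMIs were detected in 54.9% to 85.3% of the neuron-like cells of a library and in 2.56% to 4.49% of its other cells, although the neuron-like cells were the shallower ones in each library, with medians of 2218 to 6430 UMIs against 2992 to 8079.

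The neuron-like cells formed 2 of 19 clusters. In cluster 9, with 615 cells, the neuropeptide gene *NvLWamide* reached 2478 CPM ± 275 (SD, n = 4 libraries), *NvashA* 742 CPM ± 68.0 and *Nvelav*, which encodes a neuronal RNA-binding protein, 426 CPM ± 25.8. Cluster 18 had 42 cells, 40 of them from replicate 4, with 681 CPM of *NvLWamide*, 187 CPM of *NvashA* and 87.2 CPM of *Nvelav* over its summed cells. These 3 genes named the clusters, so their levels define the neuron-like class. Since *NvashA* is among them, the cells were also clustered without it and named from *Nvelav* and *NvLWamide* alone, which gave 45.2% of the *NvashA*-positive cells and a difference of 41.2 points ± 2.72 (SD, n = 4). The germline and progenitor gene *Nvnanos*, which took no part in the naming of neurons, was 3.17-fold higher in cluster 9 than in all other cells and 6.46-fold higher in cluster 18. In cluster 18 the progenitor genes *Nvmyc1* and *Nvath-like* were also higher, 2.71-fold and 1.935-fold. Only *Nvath-like*, just under the 2-fold threshold, kept that cluster from the progenitor-like name as well.

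Outside the neuron-like clusters, 109 of the *NvashA*-positive cells (11.7%) lay in cluster 10, where *NvashA* reached 77.5 CPM ± 27.0 (SD, n = 4), and 90 (9.66%) lay in cluster 13, at 170 CPM ± 71.8. Cluster 13 was kept out of the neuron-like class by the 2-fold threshold, which was set after the data were seen. Its *NvashA* was 3.87-fold and its *NvLWamide* 2.15-fold above all other cells, but its *Nvelav* 1.78-fold. It held 0.254%, 0.197%, 0.412% and 2.33% of the cells of replicates 1 to 4. Free RNA in the droplets can give a UMI in cells that do not express a gene. In cluster 1, which is high in the trunk ectoderm gene *Nvwnt2*, 0.947% of the cells had an *NvashA* UMI at a median of 7639 UMIs, and in cluster 5, which is high in the mesoendodermal gene *NvsnailA*, 1.84% at 23528 UMIs, against 66.2% of cluster 9 at 2488 UMIs. With every cell thinned to 1000 UMIs, the share was 51.4% ± 8.93 (SD, n = 4) in cluster 9, leaving out 67 of its cells, and 0.588% ± 0.842 in cluster 11, leaving out 34; before thinning it was 75.4% ± 13.8 and 2.04% ± 0.909. The paper places cells with *Nvgfi-like* or *Nvpea3-like* in known neuronal clusters and reports that expression of both genes depends on *NvsoxB(2)* and *Nvath-like*. Its positions along the oral-aboral axis come from expression limits measured in embryos. Together with these, the paper proposes that neuronal subtypes born within the aboral and trunk domains have been identified.

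**Figure D1:**
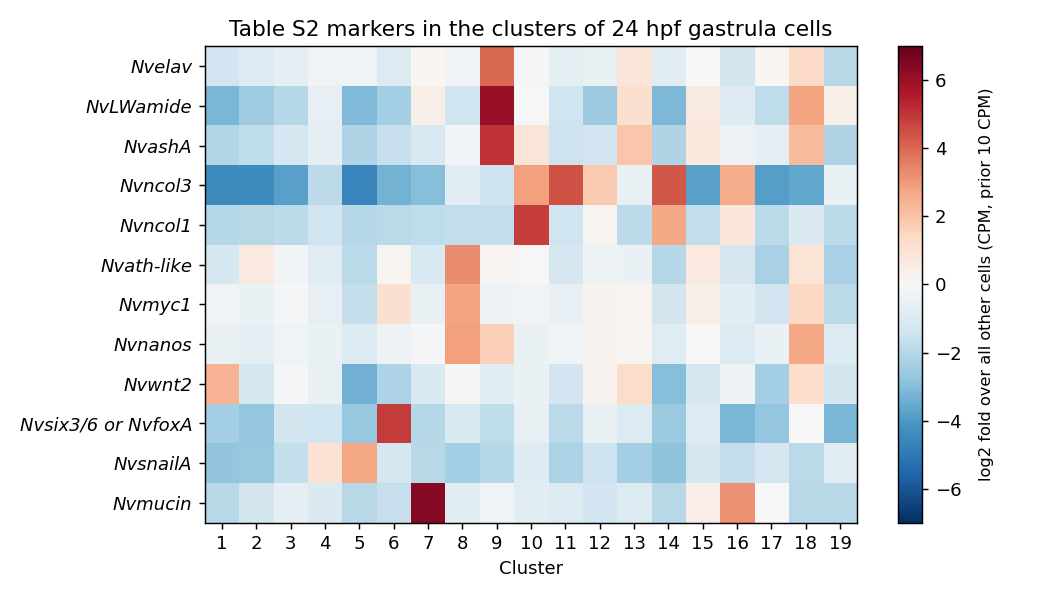
Expression of the Table S2 marker genes (vertical axis) in the 19 clusters of 24 hpf gastrula cells (horizontal axis), as the log2 fold of the CPM of summed UMIs over that of all other cells, with 10 CPM added to both. Red is higher and blue lower than in other cells; *NvLWamide* is 68.0-fold higher in cluster 9 and *Nvmucin* 83.9-fold higher in cluster 7.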

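Without any use of the clusters, cells with a UMI of *NvashA* were compared with all other cells of the same library. The neuronal genes *Nvelav* and *NvLWamide* were both higher in the *NvashA*-positive cells. *Nvelav* (NV2g000252000.1) was at 134 CPM ± 20.0 (SD, n = 4 libraries) in positive and 14.8 CPM ± 0.995 in negative cells, a log2 fold change of 3.37 (standard error 0.093, adjusted p = 8.6e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *NvLWamide* (NV2g023192000.1) was at 716 CPM ± 96.1 and 15.0 CPM ± 6.53, a log2 fold change of 5.83 (standard error 0.376, adjusted p = 0.0025 from edgeR's test). *Nvnanos* rose with a log2 fold change of 1.85 (standard error 0.174, adjusted p = 1.7e-05 from edgeR's test), and these 3 genes were higher in 4 of 4 libraries. *Nvncol1*, a minicollagen of the cnidocyte capsule, was at 146 CPM ± 104 and 13.6 CPM ± 4.00, a log2 fold change of 3.44 (standard error 0.514, adjusted p = 0.021 from edgeR's test). That call ended without replicate 1, 3 or 4 (adjusted p = 0.076, 0.091 and 0.065 from edgeR's test).

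Of 11 other Table S2 genes, 6 were higher, 1 was lower and 4 did not pass the test; adjusted over the list alone, 6 were higher and 2 lower. The progenitor genes *Nvath-like* and *Nvmyc1* both had a log2 fold change of 0.61 (adjusted p = 0.0012 and 0.00095 from edgeR's test). Neither was called after thinning of the cells, where the values were -0.48 and 0.13 and the median over all genes -0.34. The call of *Nvath-like* also ended with at least 2 *NvashA* UMIs per positive cell. *Nvncol3*, the other minicollagen, had a log2 fold change of 0.33 (adjusted p = 0.22 from edgeR's test), 0.48 without replicate 4 (adjusted p = 0.0051 from edgeR's test), but -1.08 after thinning (adjusted p = 4.2e-07 from edgeR's test). *Nvwnt2* had a log2 fold change of -0.04 (adjusted p = 0.92 from edgeR's test), and -1.35 after thinning (adjusted p = 0.002 from edgeR's test). The gland gene *Nvmucin* was lower by a log2 fold change of -0.36 (adjusted p = 0.031 from edgeR's test), a call that ended without replicate 1, 3 or 4, with DESeq2, with no replicate block and with thinned cells. The mitochondrial gene NADH-ubiquinone oxidoreductase chain 2 fell, with a log2 fold change of -0.42 (adjusted p = 2.3e-06 from edgeR's test).

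The unnamed gene NV2g005216000.1 took 12170 CPM ± 1236 (SD, n = 4) of the UMIs of positive and 143 CPM ± 74.4 of those of negative cells, and, among genes called and moved the same way in 4 of 4 libraries, NV2g003571000.1 had the largest rise, with a log2 fold change of 7.17 (standard error 0.512, adjusted p = 0.0013 from edgeR's test). NV2g008284000.1 had the largest fall, with a log2 fold change of -5.25 (standard error 0.41, adjusted p = 1.4e-06 from edgeR's test). In all, 3143 of 16589 genes were higher and 2121 lower, against 2460 and 914 without replicate 1 and 2685 and 1259 without replicate 3. The 941 positive cells, 5.96% of 15780, had a median of 6244 UMIs against 3713 in the others, and without replicate 1 the total fell from 5264 genes to 3374. With each cell thinned to 1000 UMIs, 2.89% of 13925 cells were positive. Of 10105 genes then tested, 831 were higher and 646 lower, and the median log2 fold change over all genes was -0.34.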

### *Nvsix3/6* specifies aboral neurons

To determine if the *Nvsix3/6* regional gene patterns neurons generated within its expression domain, we tested the functional requirements of *Nvsix3/6* to pattern neurons born within its domain. shRNA mediated gene knockdown of *Nvsix3/6* resulted in the loss of aboral neurons. Aboral subtype markers *Nvserum amyloid A-like, Nvfoxq2d,* and *Nv118015* were undetectable in many injected animals. When present, their domain was severely reduced (compare Fig. 3a–c with Fig. 3a′–c′; Supplementary Fig. 2b,b′). Unlike the aboral restricted genes, *Nv127924* was reduced but not eliminated in *Nvsix3/6* shRNA injected animals (Supplementary Fig. 2a,a′), and *NvLWamide-like* expression was not noticeably impacted by loss of *Nvsix3/6* (Supplementary Fig. 2c,c′). Loss of aboral subtype markers was accompanied by an aboral expansion of trunk identity and trunk neuronal fates into the aboral domain, which mimics the *Nvsix3/6* morphant and increased cWnt phenotypes (Fig. 3d–f,d′–f″; Supplementary Fig. 3d,d′)^39,42,43^. Injection of *Nvsix3/6:venus* mRNA into single cell zygotes resulted in ubiquitous misexpression of *Nvsix3/6* (Fig. 3a″) and expanded the oral expression limit for all neuronal subtypes (Fig. 3b″,c″,f″; Supplementary Fig. 2a″–c″). Although the oral boundary of *Nvpea3-like* shifted orally, the overall expression of *Nvpea3-like* was severely reduced (Fig. 3f″). *Nvwnt2* and *Nvdlx* expression was undetectable in *Nvsix3/6* overexpressing animals (Fig. 3d″,e″; Supplemental Fig. 2d″). These findings suggest that *Nvsix3/6* is necessary and sufficient to promote aboral neuronal fates.

**Figure 3:**
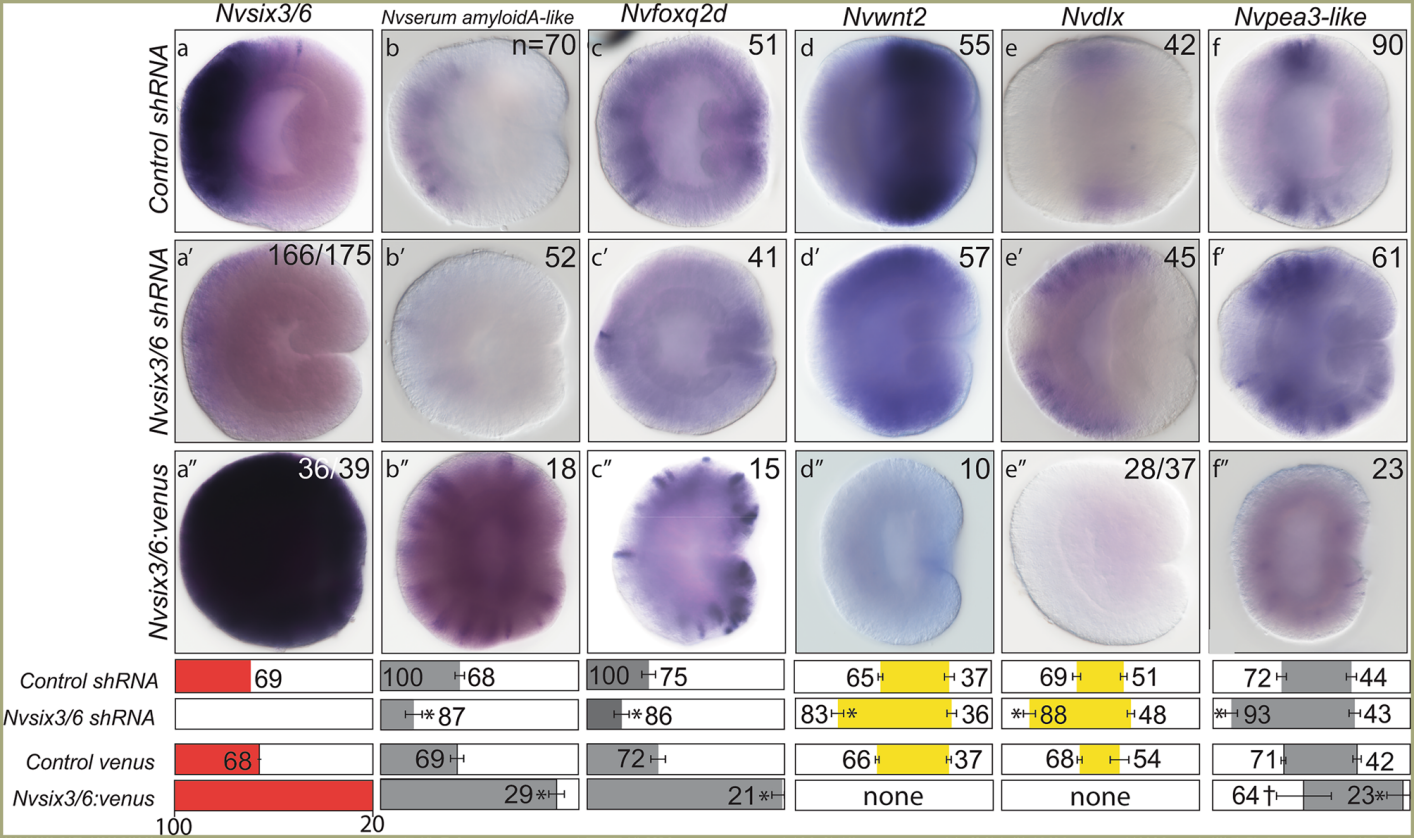
*Nvsix3/6* is *necessary and sufficient to promote aboral fates.* (**a–f**) Control sRNA injected animals. (**a′**–**f′**) *Nvsix3/6* shRNA injected animals. (**a″**–**f″**) *Nvsix3/6:venus* mRNA injected animals. In all images, aboral is to the left and oral is to the right. Quantification of percent embryo length (PEL) positions for the aboral (left-boundary) and oral (right-boundary) expression limits for each treatment and their control are shown below the images. Bars represent 95% confidence interval. * indicates that treated values are statistically different (p ≤ 0.05) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different (p ≤ 0.05) from controls, but that 95% confidence intervals overlap.

*Nvsix3/6* is known to antagonize cWnt activity in the aboral domain and anterior brain^43^. To assess whether cWnt levels impact neuronal fates, resulting changes to neuronal fates were assessed after increasing or decreasing cWnt activity in gastrula stage animals (Fig. 4). Inhibition of cWnt with iCRT-14 phenocopied the previously reported oral expansion of *Nvsix3/6* and expanded aboral neuronal subtype expression orally (Fig. 4e′,f′)^43^. Similarly, the aboral boundary of the trunk domain gene *Nvwnt2* and trunk neuronal marker *Nvpea3-like* was shifted orally (Fig. 4a′,c′). Increased cWnt reduced the aboral domain and aboral neuronal subtype expression while expanding the aboral boundary of Trunk regional and *Nvpea3-like* expression, which was previously observed for trunk markers (compare Fig. 4a–g with Fig. 4a″–g″)^39,42,43^. Because changes in cWnt can both shift regional gene expression and neuronal fate patterning, it was not clear from this observation if *Nvsix3/6* in the aboral domain patterns neuronal fates by actively promoting aboral identity, simply repressing cWnt, or a combination of both, to activate aboral neuronal gene expression.

**Figure 4:**
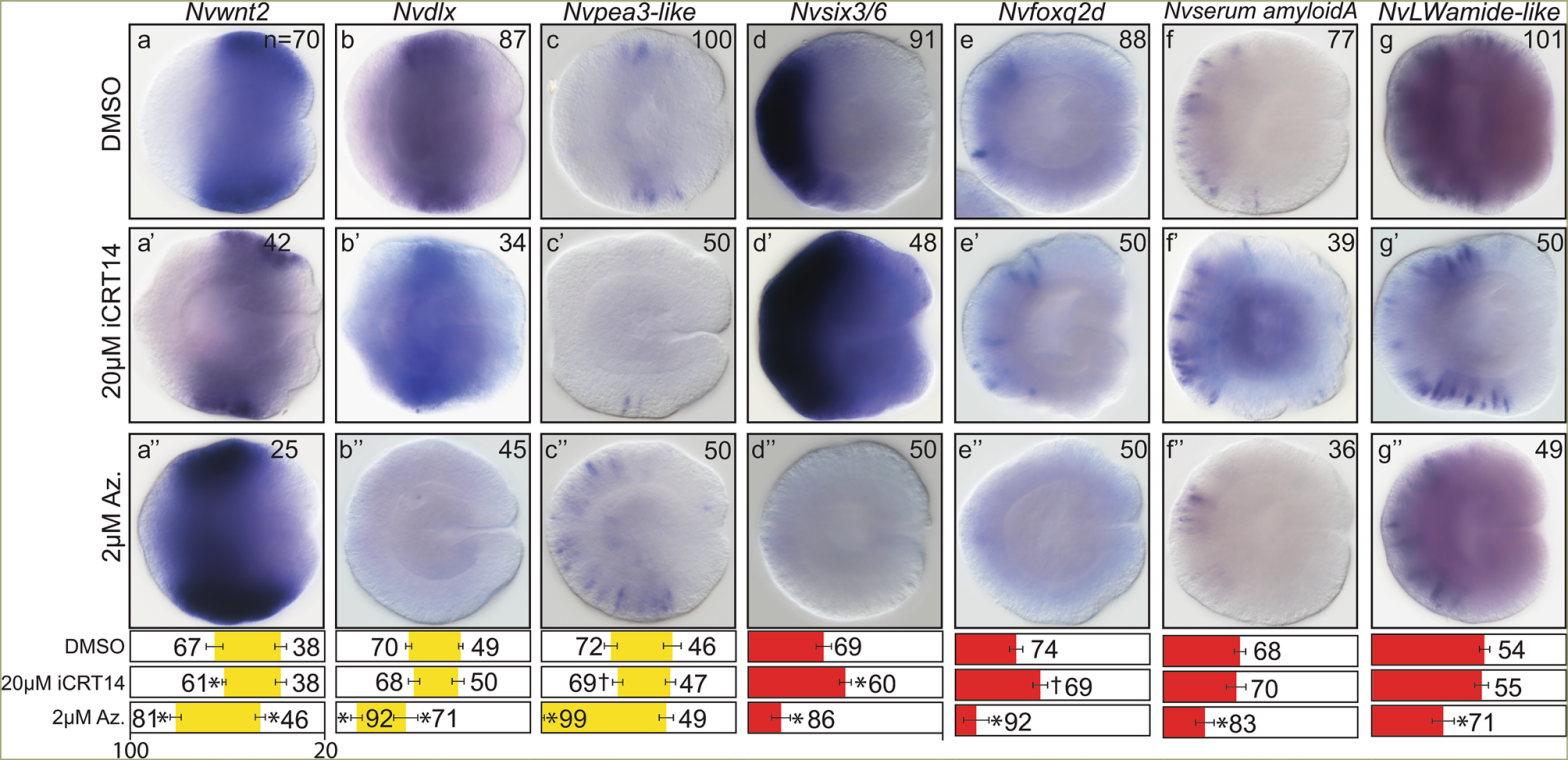
Manipulating cWnt levels alters regional and neuronal gene expression. (**a**–**g**) DMSO treated control. (**a′–g′**) Treatment with 20 µM iCRT14 from late blastula to gastrula stage. (**a**″**–g**″) Treatment with 2 µM Azenkenpaullone from late blastula to gastrula stage. In all images, aboral is to the left and oral is to the right Quantification of percent embryo length (PEL) positions for the aboral (left-boundary) and oral (right-boundary) expression limits for each treatment and their control are shown below. Bars represent 95% confidence interval. * indicates that treated values are statistically different (p ≤ 0.05) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different (p ≤ 0.05) from controls, but that 95% confidence intervals overlap.

To determine aboral neuronal fates are patterned by *Nvsix3/6* or the changes to cWnt levels that follow disruptions to *Nvsix3/6* levels, we sought to clarify *Nvsix3/6s* role in aboral neuronal patterning. First, we tested the possibility that *Nvsix3/6* may function directly on neuronal genes. Enhancer regions for both *Nvserum amyloid-A* like and *Nvfoxq2d* were previously identified, and both enhancers contain 3 putative *Nvsix3/6* binding sites (Fig. 5). To determine the requirement of *Nvsix3/6* for expression of each transgenes, we compared the ability of wild type (Fig. 5a,c) and enhancer fragments lacking *Nvsix3/6* sites (Fig. 5b,d) to drive *mcherry* expression in F0 animals. The number of neurons and percentage of animals with expression of the transgene in the aboral domain were quantified. The wild type *Nvserum amyloid-A like* fragment had aboral expression in ~ 75% of the animals with ~ 25% of animals exhibiting medium to high levels of expression (Fig. 5a). Deleting two of the three *Nvsix3/6* sites resulted in expression in less than half of the animals, with only 3% of the animals having medium to high expression (Fig. 5b). ~ 65% of wild type *Nvfoxq2d* enhancers showed expression (Fig. 5c), whereas 87% of animals injected with enhancer fragments lacking the three *Nvsix3/6* binding sites had no detectable expression (Fig. 5d). Additionally, we reasoned that if low cWnt levels played a more significant role than *Nvsix3/6* to promote aboral neuronal fates, then treating *Nvsix3/6* knockdown animals with the cWnt antagonist iCRT14 should at least partially rescue the reduction of aboral neuronal fates. Treatment of *Nvsix3/6* shRNA injected animals with 20 µM iCRT14 did not rescue either *Nvserum amyloid A-like* or *Nvfoxq2d* expression (Fig. 5f,f′–h,h′). Thus, we conclude that *Nvsix3/6* actively promotes aboral neuronal fates independently of its role repressing cWnt activity.

**Figure 5:**
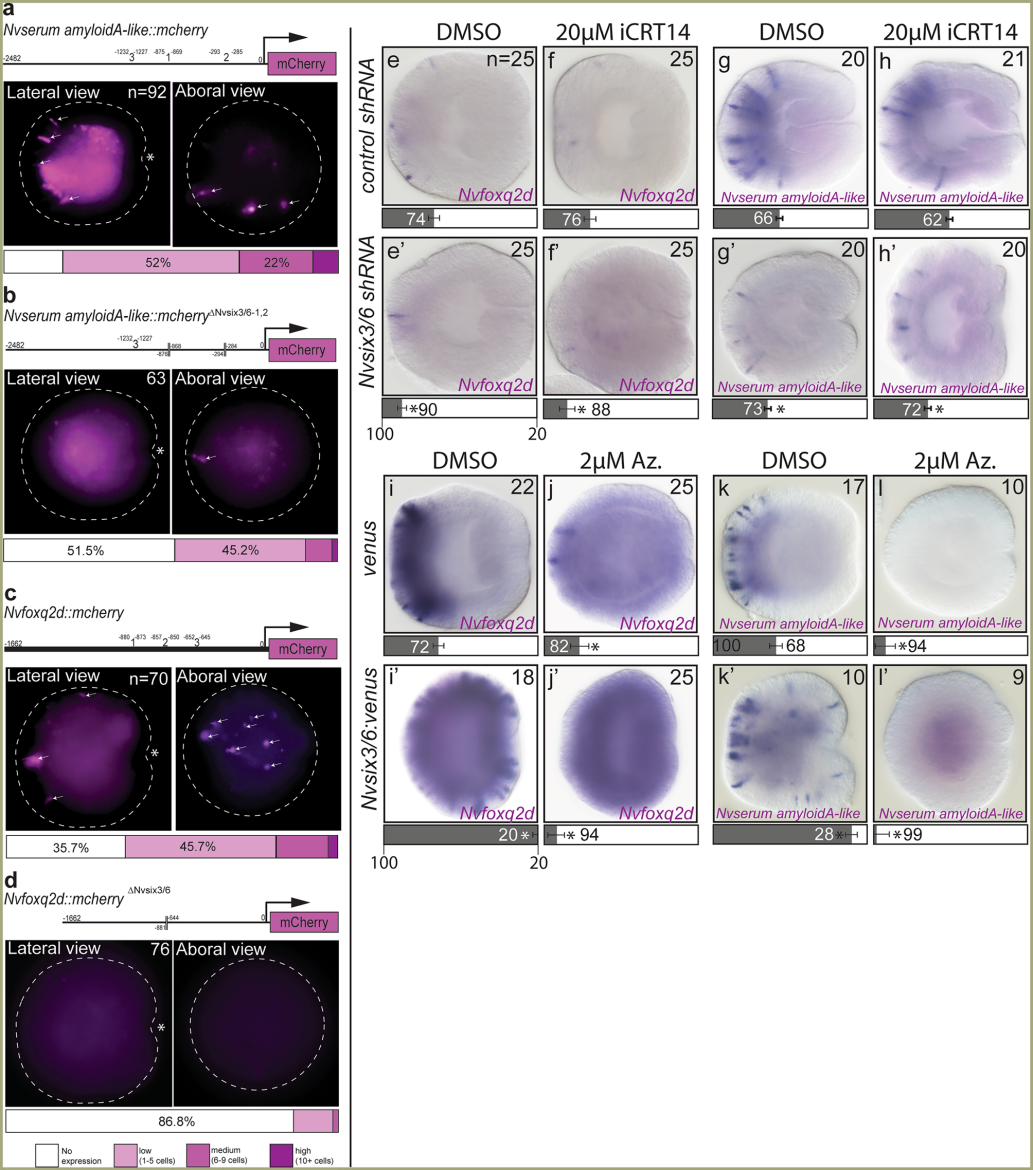
*Nvsix3/6* activates aboral gene expression. (**a**,**b**) *Nvserum-amyloid A-like::mcherry* transgenes were tested for expression in F0 animals. Wild-type (**a**) shows aboral expression, which is severely reduced in enhancers lacking *Nvsix3/6* binding sites (**b**). (**c**,**d**) *Nvfoxq2d::mcherry* transgenes were tested for expression in F0 animals. Wild-type (**c**) shows aboral expression, which is severely reduced in enhancers lacking *Nvsix3/6* binding sites (**d**). (**e**–**h**) The impact of iCRT14 treatments on aboral gene expression in uninjected animals (**e**,**g**) or in animals injected with *Nvsix3/6* shRNA (**e′**,**g′**) compared to controls (**d**,**f**). (**i–k**) The impact of Azankenpaullone treatments on aboral gene expression in uninjected animals (**i**,**l**) or in animals injected with *Nvsix3/6* mRNA (**i′**,**k′**) compared to controls (**h**–**j**). Bars represent 95% confidence interval. * indicates that treated values are statistically different (p ≤ 0.05) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different (p ≤ 0.05) from controls, but that 95% confidence intervals overlap. In (**a–d**) embryos are outlined by dotted line, oral in lateral views is indicated with an asterisk, and neurons expressing the transgene are indicated by white arrows.

Additionally, we tested whether *Nvsix3/6* repression of cWnt was required for aboral neuronal fates. This was accomplished by determining if *Nvsix3/6* was sufficient to rescue the aboral identity in animals treated with the cWnt agonist Azankenpaullone Fig. 5j,i). *Nvsix3/6* misexpressing animals treated with 2 µM of Azankenpaullone failed to rescue aboral fates (Fig. 5j′,l′). Overall, the phenotypes resembled the Azankenpaullone only treatments (compare Fig. 5j′ and l′ with Fig. 4e″ and f″) suggesting that either high levels of cWnt, a trunk regional marker activated by cWnt, or both repress aboral neuronal fates. Collectively, these findings suggest that *Nvsix3/6* promotes aboral fates by promoting expression of aboral neuronal subtype markers and by inhibiting trunk identity through repression of cWnt.

### *Nvwnt2* promotes trunk and represses aboral neuronal subtype identity

To gain insights about the neuronal role of trunk genes, we reduced *Nvwnt2* and *Nvdlx expression* with shRNA mediated knockdown (Fig. 6). As expected, the loss of *Nvdlx* did not disrupt expression of regional genes or neuronal markers along the O-A axis (Supplemental Fig. 3a,a′–h,h′). Reduction of *Nvwnt2* resulted in an oral shift in the aboral boundary of *Nvdlx* (Fig. 6a,a′). The aboral boundary of *Nvpea3-like* and *Nvgfi-like* expression shifted orally and the overall expression levels and domain sizes were reduced for both genes (Fig. 6c,c′,d,d′). The oral boundary of *Nvgfi-like also* shifted orally, which was not observed for *Nvpea3-like* (Fig. 6c′)*.* The reduced expression levels for *Nvpea3-like* resemble the decreased expression observed in iCRT14 treated embryos (Fig. 4c′). Aboral domain gene *Nvsix3/6* and neuronal markers *Nvfoxq2d* and *NvLWamide-like* all expanded their expression orally in *Nvwnt2* knockdown animals (Fig. 6e,e′–h,h′). *NvsoxB(2)* and *Nvath-like,* neural progenitor markers (*52*, *53*), were not reduced in *Nvwnt2* shRNA injected animals (Supplementary Fig. 3i) indicating that loss of *Nvpea3-like* and *Nvgfi-like* is not due to a reduction in neurogenesis but rather from changes to patterning. These observations suggest *Nvwnt2* promotes the trunk neuronal genes *Nvpea3-like* and *Nvgfi-like* and represses the aboral fates.

**Figure 6:**
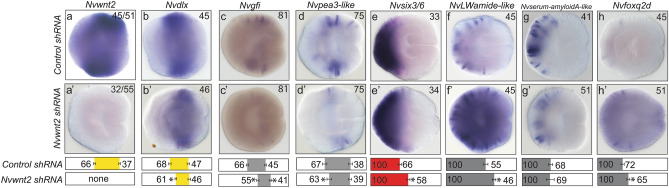
*Nvwnt2* promotes trunk identity and suppresses aboral fates. (**a**–**h**) Control sRNA injected animals. (**a′–h′**) *Nvwnt2* shRNA injected animals. In all images, aboral is to the left and oral is to the right. Quantification of percent embryo length (PEL) positions for the aboral (left-boundary) and oral (right-boundary) expression limits for each treatment and their control are shown below the images. Bars represent 95% confidence interval. * indicates that treated values are statistically different (p ≤ 0.05) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different (p ≤ 0.05) from controls, but that 95% confidence intervals overlap.

## Discussion

### A model for nerve net regionalization along the O–A axis

We propose that neuronal fates are patterned along the O–A axis in *Nematostella* by stripes of regionalized gene expression that are established in part by graded cWnt activity at the oral end (Fig. 7a). The oral cWnt is opposed by *Nvsix3/6* and FGF activity at the aboral end^38,39,42,43^. Regionally restricted domain genes both promote neuronal fates born within their domain and prevent expression of adjacent domain genes and neuronal fates (Fig. 7a). Specifically, we show that the aboral domain gene *Nvsix3/6* promotes aboral fates by activating expression of *Nvserum amyloid A-like* and *Nvfoxq2d* while simultaneously repressing trunk identity. Similarly, within the Trunk region, *Nvwnt2* promotes the expression of *Nvpea3-like* and *Nvgfi-like* and represses *Nvsix3/6* and *Nvfoxq2d* aboral fates. Additional factors must regulate Trunk patterning, as there are a number of regionally expressed genes throughout the Trunk that likely generate multiple molecularly distinct domains^39^. Additional efforts to identify neuronal fates downstream of regionally expressed genes will be necessary to fully describe nerve net patterning. In addition to inputs from regionally expressed genes, the level of cWnt may also influence neuronal patterning directly. For example, *NvLWamide-like* is disrupted by pharmacological manipulation of cWnt activity and in animals with reduced *Nvwnt2,* but not by loss of *Nvsix3/6.* However*,* we cannot rule out that cWnt is acting through a yet to be identified regionally expressed gene(s) that span multiple domains or that *NvLWamide-like*+ cells are comprised of multiple sub-populations each restricted to a distinct domain*.*

**Figure 7:**
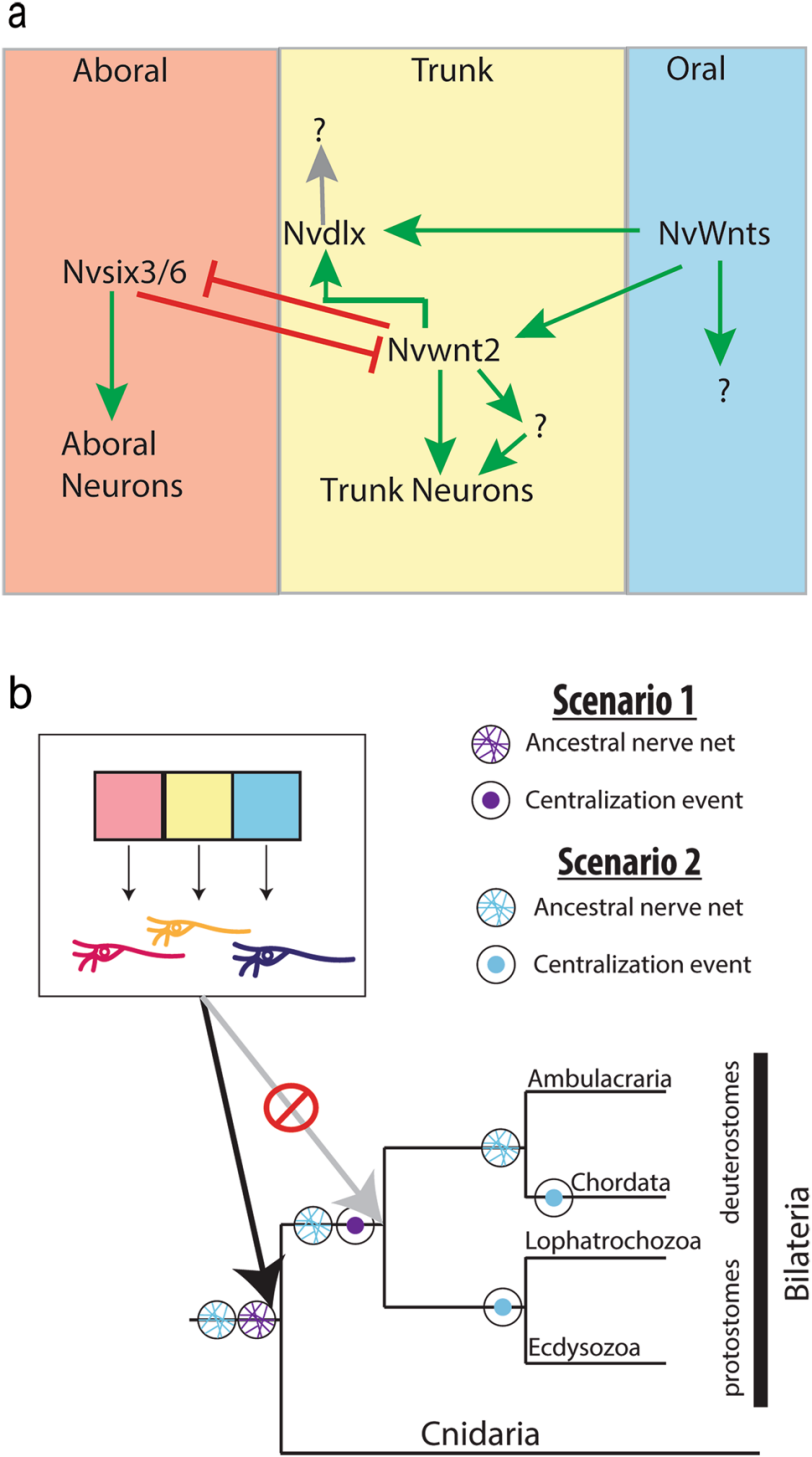
Model of *Nematostella* nerve net patterning and evolution of neuronal regionalization programs. (**a**) Schematic describing how regionalized genes pattern the developing *Nematostella* nerve net. (**b**) Regional patterning of nervous systems evolved in the cnidarian–bilaterian ancestor (black arrow), not within the bilaterians (grey arrow), suggesting that shared regionalization programs support both scenarios for CNS evolution.

### Implications for understanding nervous system evolution

Work in *Hydra* polyps suggest that their nerve net is also regionalized. When coupled with our data it suggests that the nerve net in the cnidarian-bilaterian ancestor was regionalized. Thus, whether brains evolved once or multiple times, they emerged from a regionalized ancestral nerve net. Our data demonstrate that the mechanism that regionalizes bilaterian brains predates bilaterian divergence and CNS evolution. The stripes of gene expression are conserved between bilaterians and *Nematostella* (Fig. 1)*,* and regionalized genes regulate neuronal fates born within their respective domains. The similarities in *Nematostella* nerve net and brain patterning along the O–A and A–P axes argue that they stem from a shared ancestral program (Fig. 7b). Because regionalization programs broadly pattern the ectoderm in both cnidarians and bilaterians and brain/CNSs are derived from ectodermal tissue, it is reasonable to expect that regionalized gene expression would be maintained as nervous systems centralized within the ectoderm. At a minimum our findings reject the argument that conserved regionalization programs are sufficient to support the homology of bilaterian brains. Our findings support the plausibility of the co-option hypothesis because no novel function would need to evolve for axial programs to be independently co-opted.

The question remains, how do we determine if bilaterian brains, and by extension CNSs, evolved once or multiple times within the Bilateria? We speculate that at least two additional areas of study will contribute to our understanding about the origin(s) of brains and CNSs. First, identifying the mechanisms that induce brain/CNS formation in phylogenetically informative bilaterian taxa will likely have a large impact on this debate. CNS development is distinct from nerve net development in that a continuous portion(s) of the ectoderm is induced to adopt a neuronal fate. It is no longer clear that BMP inhibition is a deeply conserved component of induction, as work in lophotrochozoans, hemichordates, and echinoderms offer conflicting views of the role BMP plays in neuronal specification^48–51^. Thus, additional efforts to understand the origin(s) and evolution of neural induction are necessary to determine if induction uses conserved or divergent mechanisms across taxa. Highly divergent induction programs would support the multi-origin hypothesis, whereas a deeply conserved inductive mechanism would support a single origin for brains/CNSs. Second, efforts to better understand the regulatory networks that underly regionalization programs will likely prove important to resolving whether brains/CNSs evolved once or multiple times. Initial expression of regionalized genes downstream of morphogens has been relatively well studied, but little efforts have been put into the determining the regulatory networks that act to maintain regionalization in the neural ectoderm during brain development, or in the programs downstream of regional genes that promote neuronal subtype patterning within the unique domains generated along the A–P axis of developing brains. The added value of the regulatory networks is that it provides mechanistic data that increase our ability to quantify how similar or dissimilar regionalization programs in developing brains are. This analysis may identify key changes to the regulatory networks particularly within the neuroectoderm that provide insights about whether there are distinct regulatory programs associated with all bilaterian brain regionalization programs that might support a common origin. It is worth noting, that efforts need to be made to work towards a consensus about what would be considered conserved vs. not conserved at network levels, and that it would be preferable to have those discussions prior to interpreting data. Regardless, pairing efforts to understand inductive programs and regulatory networks around regionalization genes will facilitate efforts to resolve the debate about the origin of brains/CNSs.

## Methods

### Animal care, microinjection, and fixation

*Nematostella* polyps were maintained in *Nematostella* media (12ppt artificial sea water (Instant Ocean)), maintained in the dark at 17 °C, and fed artemia four times per week. One week prior to spawning induction polyps were fed oyster and the *Nematostella* media was replaced. Microinjections were performed as previously described on a Nikon SMZ1270 stereo scope^52,53^. Embryos were raised at either 17 °C or 22 °C to the desired stage. Embryos were fixed and stored as previously described^53^.

### shRNA, mRNA, pharmacological treatments, and plasmid injections

shRNAs were designed and synthesized as previously described^54^, then stored at -80 in single use aliquots. shRNA sequences and primers used to generate them can be found in (Table S3). A previously published scrambled sequence shRNA was used as the control for all shRNA injections^54^. Gene knockdown was confirmed through in situ hybridization and/or qPCR. *Nvsix3/6:venus* was generated by subcloning the *Nvsix3/6* coding sequence into pENTR/D TOPO (ThermoFisher Scientific) using published primers previously used to PCR amplify *Nvsix3/6* and synthesize *Nvsix3/6* mRNA^43^*.* A 3′ Venus tag was added by recombining the *Nvsix3/6* coding sequence into the pSPE3-R-Venus destination vector using the Gateway LR cloning reaction (ThermoFisher Scientific). mRNA was synthesized and injected at 300 ng/µL using previously described methods. Pharmacological treatments were performed either from 3 h post fertilization (hpf) until 24 hpf at 22 °C or from 24 to 48 hpf at 17 °C. Stocks of the Wnt agonist 1-Azakenepaullone (Sigma A3734) or Wnt antagonist iCRT14 (Sigma SML0203) were generated by dissolving each compound in DMSO at 10 mg/mL. Control embryos were treated with DMSO equal to the volume of stock compounds added to the *Nematostella* medium. Embryos were washed with fresh *Nematostella* media prior to fixation.

To synthesize the *Nvserum amyloid A-like∆Nvsix3/6::mcherry* and the *Nvfoxq2d∆Nvsix3/6::mcherry,* the predicted Nvsix3/6 binding motifs were first identified using http://cisbp.ccbr.utoronto.ca/TFTools.php and the published binding domain from Sebés et al. 2018 in the known enhancer sequences of *Nvserum amyloid A-like* and *Nvfoxq2d*^44,46,55^. To remove the predicted *Nvsix3/6* binding sites 1 and 2 in the *Nvserum amyloid A* promoter, the enhancer sequences upstream and downstream of predicted binding sites were subcloned into pGEM-T and the enhancer was reconstituted with binding sites absent. To remove the predicted *Nvsix3/6* binding sites in the *Nvfoxq2d* promoter, primers were designed to remove a 279 bp region containing all three *Nvsix3/6* binding domains. Each enhancer, *Nvserum amyloid A-like∆Nvsix3/6* and *Nvfoxq2d∆Nvsix3/6,* was then subcloned into the pNvT-mcherry reporter construct using the PacI and AscI restriction sites to place the enhancer upstream of the *mcherry* coding sequence. Plasmids were injected into wildtype embryos at 60 ng/µL. F0s were lightly fixed, as previously described^56^, and quantified by recording the number of mCherry positive cells at the aboral end at the late gastrula stages.

### In situ hybridization, imaging, and domain quantifications

In situ hybridization was performed using previously published methods^53^. DIC images of *Nematostella* embryos were taken on a Nikon NTi with a Nikon DS-Ri2 color camera using the Nikon Elements software. To quantify domain size, embryos were rotated so that lateral images were acquired at a medial focal plane that allowed identification of pharyngeal ectoderm. Images were then uploaded to Fiji where domain size was measured using the segmented line tool^57^. Three measurements were taken to determine domain size: (1) total size of embryo from pharyngeal ectoderm to future apical tuft, (2) pharyngeal ectoderm to oral most gene expression, and (3) future apical tuft to the most aboral end of gene expression. We then used these three measurements to determine the start and end of the expression domains along the oral-aboral axis of the embryo, recorded as a percentage of the embryo. The start of the expression domain was calculated by dividing measurement 2 by measurement 1, which was then multiplied by 100. The aboral end of the expression domain was calculated by dividing measurement 3 with measurement 1, multiplying the value by 100, and then subtracted by 100 which demarcates the end of the expression domain.

### Statistical analysis

Statistical analyses were performed with Microsoft excel (version 16). Data are presented here as the mean value calculated with error bars representing a 95% confidence interval. Statistical significance was calculated using a two-tailed student t-test assuming unequal variance. The reported n represents the total number of embryos assessed, but experiments included were repeated a minimum of 2 times with all replicates showing the same results. All raw data available in Supplemental Data Table 1.

### Single cell transcriptomics data processing

Raw sequencing data was processed through the CellRanger 7.0 pipeline using default parameters and aligned to both introns and exons within the *N.vectensis* genome annotation^58^. Counts were then imported in R-studio and processed using the standard Seurat v4 protocol^59^. We filtered out low quality cells with over 10% mitochondrial gene expression and less than 500 genes/cell^47^. 

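Of the 18779 barcodes in the deposited counts, 15780 (84.03%) passed both limits, namely 3544, 2854, 2232 and 7150 of replicates 1 to 4. Fewer than 500 genes were detected in 2690 barcodes, and 619 had over 10% of their UMIs in the listed mitochondrial features. The mitochondrial limit alone removed 309 barcodes that had enough genes, since 16089 were kept without it. After the filter the median depth was 6915, 5099, 5429.5 and 2300 UMIs per cell in replicates 1 to 4.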

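Almost all of the mitochondrial signal in the filter came from NADH-ubiquinone oxidoreductase chain 2 (NV2g025931000.1), a subunit of respiratory complex I, which took 0.843% of all UMIs and 87.8% of the UMIs of the listed mitochondrial features. Cytochrome c oxidase subunit 5A (NV2g024053000.1), part of respiratory complex IV, took 9.13%. Each of the other 8 listed features took at most 0.977%.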

Mitochondrial markers were identified using the mitochondrial features listed in Supplemental Table 1. The data was then normalized using the default “LogNormalize” function, 4000 highly variable genes were selected with the “vst” method using the “FindVariableGenes” function, principle components were calculated, and then UMAP graph-based clustering occurred. Clusters with low quality reads were then removed, determined by lower-than-average cell count and the differentially expressed genes found within each low-quality cluster. 

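In the first clustering of the 15780 cells, 2 of 22 clusters had a median UMI count below 1/3 of the median of all cells and no Table S2 gene among their 10 highest genes by fold. They held 1939 cells at a median of 1163 UMIs and 79 cells at 1205, against 3857.5 for all cells. Removing them left 13762 cells. *NvashA* UMIs were found in 9 of the 2018 removed cells. By replicate, 398, 314, 291 and 1015 cells of replicates 1 to 4 were removed. The paper names a cell count below the average, and differentially expressed genes without a limit, as its criteria. The removed cluster of 1939 cells was above the average cell count of the 22 clusters, so it did not meet the first of these. The rule used here, fixed before the data were examined, takes UMI depth in place of the cell count.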

We then clustered the remaining cells using a low resolution (r = 0.5) to broadly identify published subtypes, ectodermal, and mesoendodermal domain markers using the markers found in Table S2. 

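The ectodermal and mesoendodermal markers of Table S2 were each highest in a different cluster. *Nvwnt2*, a marker of trunk ectoderm, was at 535 CPM ± 13.8 (SD, n = 4 libraries) in cluster 1, 5.46-fold above all other cells. NV2g011441000.1, which Table S2 gives both for *Nvsix3/6* in aboral ectoderm and for *NvfoxA* in pharyngeal ectoderm, was at 834 CPM ± 56.1 in cluster 6, 29.8-fold above other cells, and the counts cannot tell which of these genes it is. *NvsnailA*, a mesoendodermal transcription factor, was at 199 CPM ± 13.5 in cluster 5, 6.49-fold above other cells. It was also 2.04-fold above other cells in cluster 4, at 113 CPM ± 12.5, where 72.7% of the 1420 cells came from replicate 4. The gland gene *Nvmucin* was at 1509 CPM ± 301 in cluster 7. Clusters 1, 6, 5 and 7 held 2323, 1008, 1034 and 771 cells.

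Cluster 8, with 692 cells, was progenitor-like and held 5.70% ± 1.75 (SD, n = 4) of the cells. Its naming genes were the proneural transcription factor gene *Nvath-like* at 364 CPM ± 63.7, *Nvmyc1* at 188 CPM ± 11.6 and *Nvnanos* at 113 CPM ± 18.2, and 5.78% of its cells had an *NvashA* UMI at a median of 6013 UMIs. With replicates 1 and 2 each clustered alone the progenitor-like share was 6.65% and 17.2%. In replicate 3 alone it was 9.33%, in 1 cluster that met the rule for the neuron-like name as well, and in replicate 4 alone no cluster carried the name. No cluster was named cnidocyte-like, because only 2 of the 3 cnidocyte genes of Table S2 were among the features. The minicollagen *Nvncol3* was at 8777 CPM ± 886 in cluster 10, 24170 CPM ± 3227 in cluster 11, 5035 CPM ± 467 in cluster 12 and 27720 CPM ± 3481 in cluster 14. *Nvncol1* was at 459 CPM ± 211 in cluster 10 and 227 CPM ± 41.8 in cluster 14. Its CPM over summed cells was 31.6 in cluster 12, where 82.2% of the 422 cells came from replicate 4.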

We then visualized gene expression of potential neural markers using the FeaturePlot function.

## Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Legends.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Information.

## Data Availability

Raw quantitative data included within the supplemental materials. The datasets generated and/or analysed during the current study are available in the NCBI GEO (Gene Expression Omnibus) repository (https://www.ncbi.nlm.nih.gov/geo/) under the series number GSE218419.

# Supplementary material for: The brain regulatory program predates central nervous system evolution
**Source:** Sci Rep. 2023 May 27;13:8626. doi: 10.1038/s41598-023-35721-4
**Supplement:** Supplementary file 4 — Supplementary Legends.

**Title: The brain regulatory program predates central nervous system evolution.**

**Authors:** Dylan Faltine-Gonzalez<sup>1</sup>, Jamie Havrilak<sup>1</sup>, Michael J Layden<sup>1†</sup>

**Affiliations:** <sup>1</sup> Lehigh University, Department of Biological Sciences, Bethlehem, PA USA, † indicates corresponding author

## Supplemental Figures Faltine-Gonzalez, Havrilak, Layden

Faltine-Gonzalez DZ, Havrilak J, and Layden MJ

Fig.S1: Example expression patterns of genes used in this study

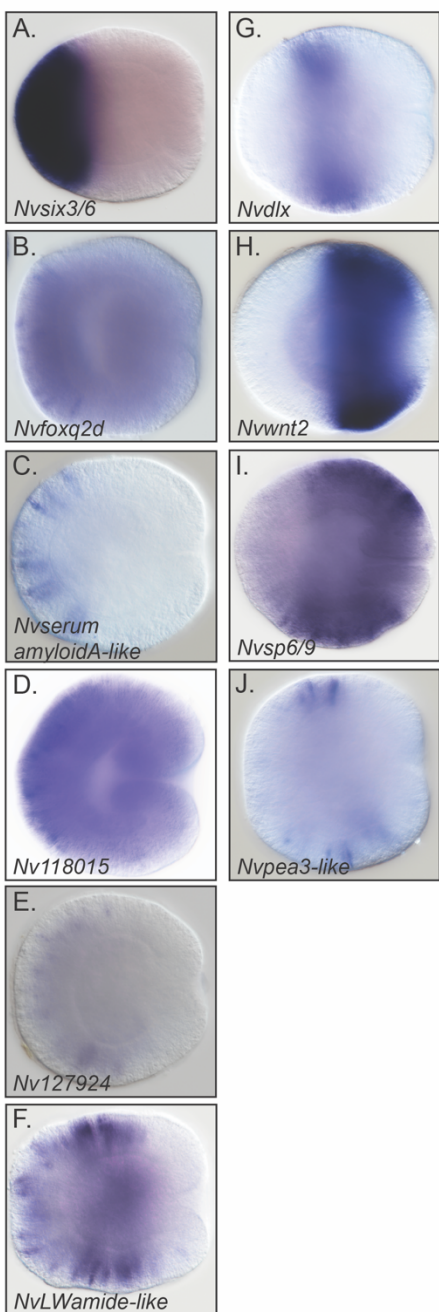

**Fig.S1. Example expression patterns of genes used in this study. (A-F) Aboral genes. (G-J) Trunk genes.**

Faltine-Gonzalez DZ, Havrilak J, and Layden MJ  
Fig.S2:Phenotypes resulting from disruption of *Nvsix3/6*

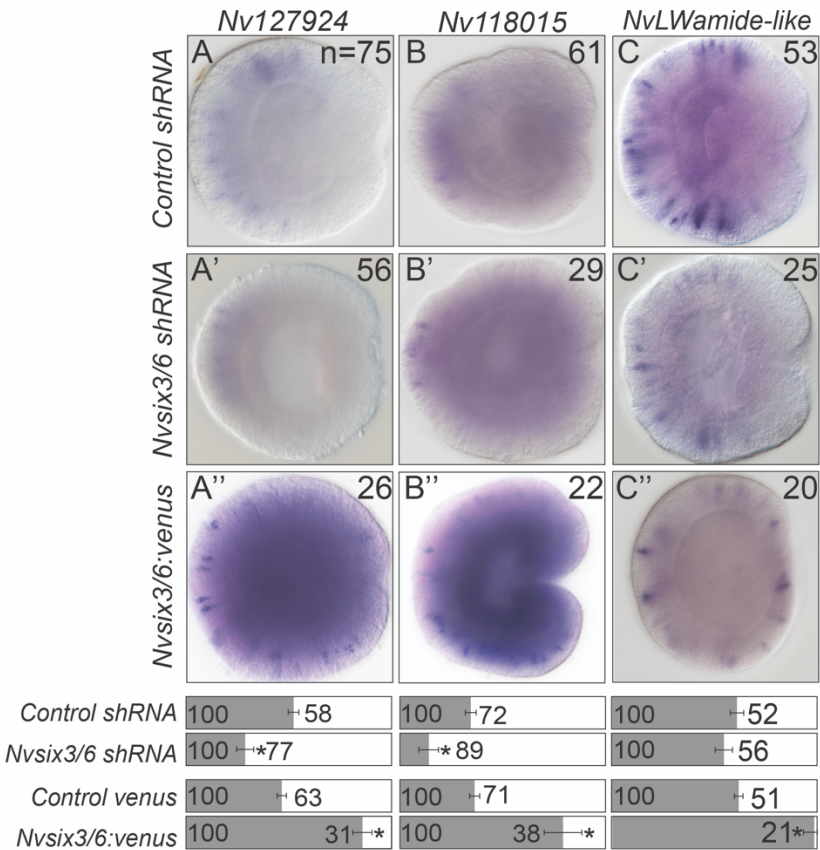

**Fig.S2. Phenotypes resulting from disruption of *Nvsix3/6*.** (A-C) Control sRNA injected animals. (A'-C') *Nvsix3/6* shRNA injected animals. (A''- C'') *Nvsix3/6:venus* mRNA injected animals treated. In all images, aboral is to the left and oral is to the right. Quantification of percent embryo length (PEL) positions for the aboral (left-boundary) and oral (right-boundary) expression limits for each treatment and their control are shown below images. Bars represent 95% confidence interval. \* indicates that treated values are statistically different ( $p \leq 0.05$ ) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different ( $p \leq 0.05$ ) from controls, but that 95% confidence intervals overlap.

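With ubiquitous *Nvsix3/6:venus* mRNA the mean oral expression limit of each of the 7 genes tested lay nearer the oral pole. Limits are in percent embryo length (PEL), where 0 is the pharyngeal ectoderm and 100 the future apical tuft. The oral limit of *Nvfoxq2d*, an aboral transcription factor gene, was 21.2 ± 8.87 PEL (SD, n = 15 embryos) with *Nvsix3/6:venus* and 72.1 ± 5.95 (SD, n = 15) with *venus* mRNA. For the gene listed as 118015 it was 37.5 ± 20.0 (n = 22) against 71.2 ± 6.51 (n = 30), and for 127924 it was 30.6 ± 10.8 (n = 26) against 62.9 ± 6.51 (n = 28). For *Nvpea3-like* it was 23.1 ± 16.6 (n = 23) against 42.0 ± 11.6 (n = 24), while its aboral limit was 64.1 ± 27.3 against 70.7 ± 5.44 (permutation test, adjusted p = 0.33). In the combined treatments, with DMSO added to both, its aboral limit was 49.4 ± 27.1 (n = 30) against 72.8 ± 8.63 (n = 41), with an adjusted p of 4.4e-05 from the permutation test. The trunk gene listed as sp6/9 had an oral limit of 5.57 ± 10.6 and an aboral limit of 10.3 ± 17.8 (n = 12) against 32.2 ± 4.30 and 68.3 ± 5.39 (n = 20), but the median of both limits was 0 with *Nvsix3/6:venus*, and values of 0 do not show whether a domain was present. Every difference of oral limits had an adjusted p of 4.4e-05 (two-sided permutation test over embryos with 100000 resamples, Benjamini-Hochberg adjustment over 44 comparisons), the smallest that the resamples can give. Data Table S1 also lists *Nvwnt2* and *Nvdlx* with both limits at 100 in 6 of 6 *Nvsix3/6:venus* embryos each, against oral limits of 36.9 ± 4.91 (n = 12) and 54.9 ± 6.53 (n = 9). These groups were under the minimum of 10 embryos and were not tested. Values of 100 at both limits do not by themselves show whether a domain was present, but the paper reports that neither gene could be detected in such animals.

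With *Nvsix3/6* shRNA, the trunk genes *Nvdlx* and sp6/9 reached further toward the aboral pole. The aboral limit of *Nvdlx* was 88.2 ± 8.26 (n = 45) against 69.2 ± 4.61 (n = 42) in controls, and that of sp6/9 was 81.5 ± 11.0 (n = 25) against 68.6 ± 5.53 (n = 25), each with an adjusted p of 4.4e-05 from the permutation test. At the oral side, *Nvdlx* was at 47.6 ± 4.93 against 50.8 ± 5.39 (adjusted p = 0.0082, permutation test), and sp6/9 at 23.4 ± 8.79 against 25.4 ± 8.90 (adjusted p = 0.49, permutation test). Among aboral limits listed but not tested here, those of *Nvwnt2* (82.7 against 65.2) and *Nvpea3-like* (92.3 against 72.2) lay further aborally. That of the gene listed as Slouch lay further orally, at 44.8 against 51.4. These values are the embryo measurements listed in Data Table S1, tested here only where the copy used held every embryo of a group. The test takes embryos as replicates, and the table does not say which embryos shared a spawning.

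**Figure D2:**
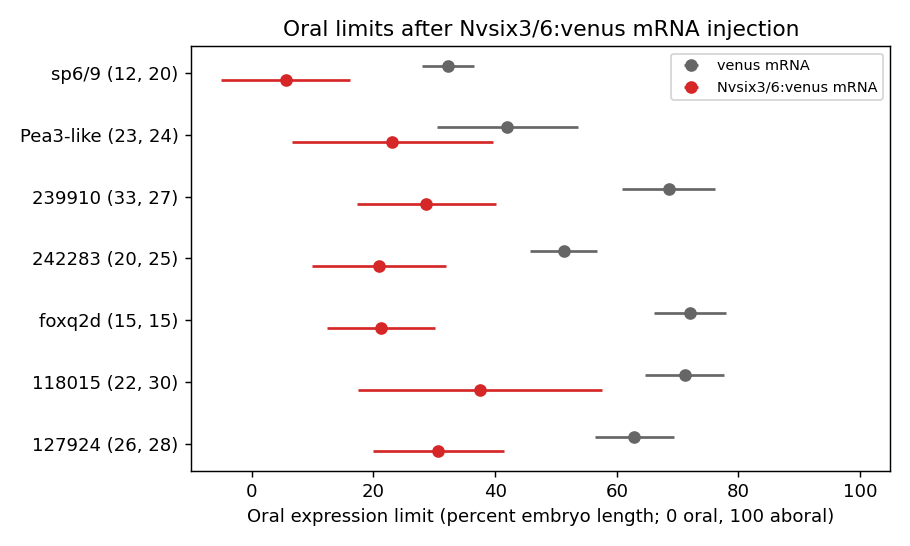
Mean oral expression limit in PEL (horizontal axis; 0 is oral, 100 aboral) for each gene tested (vertical axis, with the numbers of *Nvsix3/6:venus* and control embryos in brackets). Points are means and bars the SD over embryos, red for *Nvsix3/6:venus* and grey for *venus* mRNA; each red mean lies to the oral side of its control, as for 239910 at 28.7 and 68.6.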

Faltine-Gonzalez DZ, Havrilak J, and Layden MJ  
Fig.S3: *Nvdlx* does not significantly disrupt axial patterning or neuronal subtype patterning

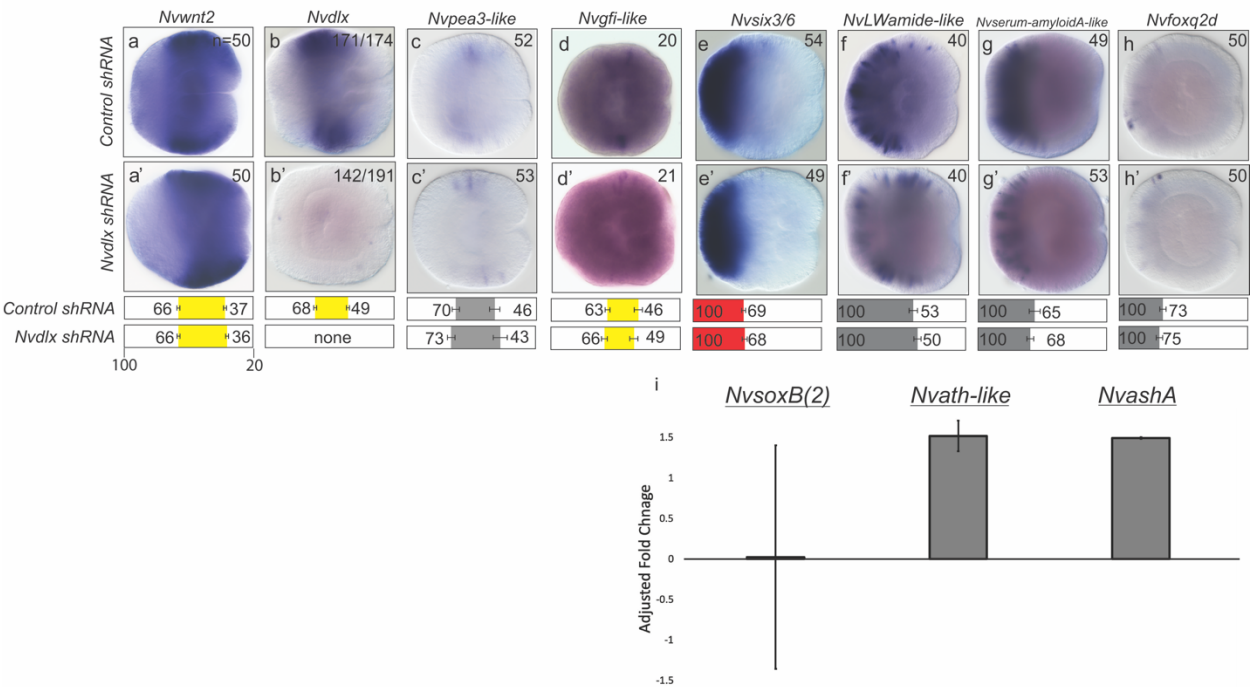

**Fig.S3. *Nvdlx* does not significantly disrupt axial patterning or neuronal subtype patterning.** (a-h) Control sRNA injected animals. (a'-h') *Nvdlx* shRNA injected animals. (i) qPCR in *Nvwnt2* shRNA injected animals. In all images, aboral is to the left and oral is to the right. Quantification of percent embryo length (PEL) positions for the aboral (left-boundary) and oral (right-boundary) expression limits for each treatment and their control are shown below images. Bars represent 95% confidence interval. \* indicates that treated values are statistically different ( $p \leq 0.05$ ) from controls and that the 95% confidence intervals for the values do not overlap, and † indicates that treated values are statistically different ( $p \leq 0.05$ ) from controls, but that 95% confidence intervals overlap.

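For *Nvdlx* shRNA, 3 limits could be tested from the embryo values in Data Table S1, and none passed the threshold after adjustment. The oral limit of the gene listed as Slouch was 28.4 ± 6.50 PEL (SD, n = 36 embryos) with the shRNA and 31.6 ± 6.84 (SD, n = 44) in controls, with p = 0.039 before and 0.067 after adjustment (two-sided permutation test). Its aboral limit was 54.1 ± 8.81 and 55.7 ± 5.80 (adjusted p = 0.39, permutation test). The oral limit of the gene listed as 242283 was 50.1 ± 8.50 (n = 40) and 52.6 ± 9.48 (n = 40), with an adjusted p of 0.30 from the permutation test. The table also lists an aboral limit of sp6/9 of 67.8 ± 5.11 (n = 50) with the shRNA and 63.2 ± 5.00 (n = 50) in controls, the paper's values, which were not tested here because the copy used holds 45 embryos of each.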

**Table S1. Homologs of regionally expressed genes.**

This table contains the reported homologs compared across species in the literature. The reference each homolog was identified in is listed in parentheses.

**Table S2. Known cluster markers used in previous studies**

Marker genes used to identify clusters in previous studies are shown.

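Cells with a UMI of *Nvath-like* (NV2g006608000.1), a progenitor gene of Table S2, also had more of the other progenitor genes. *Nvmyc1* was at 63.2 CPM ± 3.22 (SD, n = 4 libraries) in *Nvath-like*-positive and 14.2 CPM ± 2.34 in negative cells, a log2 fold change of 2.32 (standard error 0.08, adjusted p = 5.4e-11, edgeR's quasi-likelihood test). *Nvnanos* was at 22.8 CPM ± 2.99 and 6.06 CPM ± 0.722, a log2 fold change of 2.08 (standard error 0.102, adjusted p = 5.8e-10 from edgeR's test). Both were higher in 4 of 4 libraries. NV2g011441000.1, the identifier shared by *Nvsix3/6* and *NvfoxA*, rose with a log2 fold change of 1.74 (adjusted p = 0.00021 from edgeR's test), a call that ended with thinned cells, at 0.62 (adjusted p = 0.2 from edgeR's test). *Nvncol3*, *NvsnailA* and *Nvmucin* fell, with log2 fold changes of -0.51, -0.92 and -1.23 (adjusted p = 3.2e-06, 0.0012 and 0.0026 from edgeR's test), and the calls of *Nvncol3* and *NvsnailA* ended with thinned cells (adjusted p = 0.37 and 0.3 from edgeR's test). The neuronal genes did not pass the test, at log2 fold changes of 0.14 for *Nvelav*, 0.14 for *NvLWamide* and 0.19 for *NvashA* (adjusted p = 0.22, 0.74 and 0.58 from edgeR's test). Of the 11 other Table S2 genes 3 were higher and 3 lower, and the same counts held when adjusted over the list alone. NADH-ubiquinone oxidoreductase chain 2 fell here too, with a log2 fold change of -0.80 (adjusted p = 8.8e-08 from edgeR's test). Among genes called and higher in 4 of 4 libraries, the unnamed gene NV2g001757000.1 had the largest rise, with a log2 fold change of 5.32 (standard error 0.235, adjusted p = 1.7e-10 from edgeR's test). In all 3180 of 16714 genes were higher and 3329 lower, against 2704 and 1779 with DESeq2. The 1340 positive cells (8.49%) were deeper than the others, with medians of 9919 and 3505 UMIs. After thinning, 2.80% of the cells were positive and 522 genes were called, 182 of them higher.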

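Cells with a UMI of *Nvncol3* (NV2g010686000.1) had more *Nvncol1*, the other minicollagen of Table S2, at 46.7 CPM ± 18.3 (SD, n = 4 libraries) against 1.16 CPM ± 0.416, a log2 fold change of 5.47 (standard error 0.25, adjusted p = 4.5e-05, edgeR's quasi-likelihood test). *Nvmucin* and *Nvwnt2* were lower, with log2 fold changes of -0.81 and -0.21 (adjusted p = 0.00066 and 0.0038 from edgeR's test). The call of *Nvmucin* ended with thinned cells (adjusted p = 0.7 from edgeR's test) and that of *Nvwnt2* with no replicate block (adjusted p = 0.16 from edgeR's test). *NvsnailA* was higher, at 0.30 (adjusted p = 0.027 from edgeR's test), and lower after thinning, at -0.88 (adjusted p = 0.0053 from edgeR's test); the call ended without replicate 3 or 4 (adjusted p = 0.057 and 0.056 from edgeR's test). None of *Nvelav*, *NvLWamide* and *NvashA* passed the test, at log2 fold changes of 0.03, -0.30 and 0.16 (adjusted p = 0.79, 0.47 and 0.083 from edgeR's test), although *NvashA* was called higher without replicate 1, at 0.22 (adjusted p = 0.027 from edgeR's test), and with at least 2 *Nvncol3* UMIs per positive cell, at 0.40 (adjusted p = 0.00063 from edgeR's test). Of the 11 genes 2 were higher and 2 lower, also when adjusted over the list alone. NADH-ubiquinone oxidoreductase chain 2 was lower by a log2 fold change of -0.59 (adjusted p = 0.00039 from edgeR's test). UMIs of *Nvncol3* were also found at low levels in clusters high in other markers. They were detected in 31.2% of the cells of cluster 1 at 76.1 CPM and in 48.7% of those of cluster 5 at 69.9 CPM, against 100% of cluster 11 at 23640 CPM. Over all libraries 6620 cells (42.0%) were positive, at a median of 4925 UMIs against 3264.5, and 21.7% after thinning. Clusters 10, 11, 12, 14 and 16, where *Nvncol3* was high, had 531, 517, 422, 133 and 79 cells in all. Most positive cells therefore lay outside them, and the fold changes and missing calls above describe that mixed class and not cnidocytes alone. The test called 2906 of 16722 genes higher and 2253 lower, DESeq2 called 1982 and 872, and the fit with no replicate block 1812 and 832. Without replicate 4, 2273 were higher and 1414 lower. With thinned cells 1794 were higher and 559 lower.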

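The Table S2 genes were also paired by detection in the same cell, which uses neither clusters nor a positive class. Among the neuronal genes the log2 odds ratio of joint detection was 4.72 ± 0.484 (SD, n = 4 libraries) for *NvashA* with *NvLWamide*, 3.42 ± 0.331 for *NvashA* with *Nvelav* and 3.09 ± 0.389 for *Nvelav* with *NvLWamide*. It was 3.72 ± 0.728 for the minicollagens *Nvncol3* and *Nvncol1*. Among the progenitor genes it was 3.72 ± 0.328 for *Nvath-like* with *Nvmyc1*, 3.66 ± 0.258 for *Nvath-like* with *Nvnanos* and 3.77 ± 0.265 for *Nvmyc1* with *Nvnanos*. Across types, *NvashA* was paired with *Nvnanos* at 2.48 ± 0.280 and with *Nvncol1* at 2.25 ± 0.707. Each of these values were positive in 4 of 4 libraries (two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 libraries allow). Deeper cells detect more of every gene, and 43 of 66 pairs were positive in each library. With each cell thinned to 1000 UMIs this fell to 15 pairs. The pairs within a type stayed positive in 4 of 4 libraries, at 5.41 ± 0.684 for *NvashA* with *NvLWamide*, 4.17 ± 0.430 for *NvashA* with *Nvelav*, 4.50 ± 0.744 for *Nvelav* with *NvLWamide*, 4.79 ± 0.755 for the minicollagens, 2.48 ± 0.956 for *Nvath-like* with *Nvmyc1*, 3.72 ± 0.467 for *Nvath-like* with *Nvnanos* and 3.00 ± 0.912 for *Nvmyc1* with *Nvnanos*. *NvashA* with *Nvnanos* was at 1.54 ± 0.650, from 11 cells with both, and *NvashA* with *Nvncol1* was positive in 3 of 4 libraries at 1.32 ± 1.47.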

**Table S3. Reagents used in this study**

Description of primers used to generate shRNAs and transgenic constructs used in this study.

**Data Table S1. Domain measurements for domain genes and neuronal genes acquired in this study.**

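Data Table S1 also lists the limits of trunk and aboral genes after drugs that act on canonical Wnt signalling. Azakenpaullone, a kinase inhibitor that raises canonical Wnt activity, moved the domain of *Nvwnt2* toward the aboral pole, with an oral limit of 46.1 ± 5.16 PEL (SD, n = 25 embryos) against 37.6 ± 5.38 (n = 25) with DMSO and an aboral limit of 81.5 ± 5.19 against 64.6 ± 4.52. With iCRT14, an inhibitor of canonical Wnt transcription, the aboral limit of *Nvwnt2* was 61.1 ± 4.94 (n = 45) against 67.7 ± 4.17 (n = 42), and the oral limit 38.4 ± 8.23 against 39.3 ± 7.20 (permutation test, adjusted p = 0.59). With iCRT14 the limits of *Nvdlx*, 49.5 ± 8.78 (n = 34) against 48.5 ± 4.00 (n = 37) orally and 68.0 ± 7.29 against 69.6 ± 5.55 aborally, and the oral limit of 239910, 69.6 ± 13.8 (n = 39) against 70.9 ± 9.99 (n = 39), did not pass the threshold (adjusted p = 0.59, 0.38 and 0.66, permutation test). By medians, 52.1 against 49.0, the oral limit of *Nvdlx* did pass it (adjusted p = 0.009, permutation test). Azakenpaullone gave an oral limit of 83.1 ± 12.6 (n = 36) against 67.9 ± 6.27 (n = 38) for 239910 (adjusted p = 4.4e-05, permutation test). In *Nvwnt2* shRNA animals the oral limit of *Nvsix3/6* was 57.6 ± 7.09 (n = 34) against 65.5 ± 6.83 (n = 33), with an adjusted p of 8e-05 from the permutation test. The limits of *Nvwnt2* under azakenpaullone and its aboral limit under iCRT14 each differed from DMSO with an adjusted p of 4.4e-05 from the permutation test.

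In the combined treatments, the oral limit of *Nvfoxq2d* was 90.5 ± 7.54 (n = 25) with *Nvsix3/6* shRNA and DMSO against 74.5 ± 7.63 (n = 25) in controls with DMSO (adjusted p = 4.4e-05, permutation test). With *Nvsix3/6* shRNA and iCRT14 it was 87.7 ± 10.9 (n = 25), which did not differ from the shRNA with DMSO past the threshold (adjusted p = 0.37, permutation test). With *Nvsix3/6:venus* and azakenpaullone it was 94.4 ± 11.8 (n = 25) against 82.0 ± 13.0 (n = 25) for *venus* with azakenpaullone (adjusted p = 0.0022, permutation test), but 17 and 7 of these embryos were recorded at 100 PEL, and without them the first group was too small to test. The difference between *venus* with azakenpaullone and *venus* with DMSO was 82.0 against 71.7 ± 7.44 (n = 22, adjusted p = 0.0033, permutation test). It also passed with medians (adjusted p = 0.044, permutation test). Of these embryos, 7 of the 25 treated and 0 of the 22 controls were recorded at 100 PEL. Without them the limits were 75.0 ± 7.24 (n = 18) against 71.7 ± 7.44, which no longer passed (adjusted p = 0.27, permutation test). That filter left out only treated embryos, those with the most aboral limits, so the lost call cannot decide whether the limit shifted. Of 44 comparisons, 25 passed the threshold, 10 of them with a shift toward the aboral and 15 toward the oral pole. Complete values were held for 133 of the 286 listed groups of limits, in a copy that holds up to 45 embryos of each.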

List of raw aboral and oral domain limits measured in wild type, control injected, shRNA injected, mRNA injected, and pharmacologically treated animals in this study.

# Supplementary material for: The brain regulatory program predates central nervous system evolution
**Source:** Sci Rep. 2023 May 27;13:8626. doi: 10.1038/s41598-023-35721-4
**Supplement:** Supplementary file 5 — Supplementary Table 1.

| Vertebra<br>ta     | Urochord<br>ata    | Hemiochorda<br>ta       | Echinoderma<br>ta       | Anthropoda<br>(D.melanogaster) | Anthropoda<br>(T.castaneum) | Annelida             | Brachiopod<br>ia        | Cnidaria               |
|--------------------|--------------------|-------------------------|-------------------------|--------------------------------|-----------------------------|----------------------|-------------------------|------------------------|
| six3<br>(5,17)     | six3/6<br>(20)     | six3 (8)                | Sp-six3 (12,<br>15, 23) | optix (5,12)                   | Tc-six3 (60, 12)            | six3 (5, 12,<br>32)  | Tt-six3/6<br>(31)       | Nvsix3/6<br>(39,42,43) |
| dlx2 (8)           | Amphi-dll<br>(5)   | dlx (8)                 | Sp-dlx (12,<br>23)      | dll (24)                       | Tc-dll (60)                 | dll (8)              | -                       | Nvdlx (39)             |
| pax6 (8)           | Pax4/6<br>(20)     | pax6 (8)                | Sp-pax6 (19)            | pax6(eyeless) (8)              | Tc-pax6 (60)                | -                    | -                       | -                      |
| rx (8)             | rx (20)            | rx (8)                  | Sp-rx (19)              | drx (8)                        | Tc-rx (60)                  | rx (32)              | -                       | Nvrax (39, 41)         |
| gbx (2,5)          | gbx (2,<br>20, 21) | gbx (2, 8)              | -                       | unpg/gbx (5)                   | -                           | gbx (5, 22)          | -                       | -                      |
| irx (2,5)          | irxB (2,<br>20)    | irx (2, 8)              | Sp-irxA (19)            | irx (5)                        | Tc-irx (60)                 | irx (32)             | -                       | Nvirx (39)             |
| otx (2, 5,<br>8)   | otx2 (2,<br>20)    | otx (2, 8)              | Sp-otx (19)             | otd (5)                        | Tc-otd (60, 18, 19)         | otx (5,12,<br>22,32) | Tt-otx<br>(2,31)        | -                      |
| otp (8)            | otp (20)           | otp (8)                 | -                       | -                              | -                           | otp (32)             | Tt-otp (31)             | Nvotp (41)             |
| fezf (2, 5,<br>11) | fezf (2,<br>20)    | fezf (8)                | Sp-fez (29)             | earmuff (5, 11)                | Tc-fez (60)                 | fezf (32)            | Tt-fez (31)             | Nvfez (44)             |
| pax2/5/8<br>(5)    | pax2/5/8<br>(20)   | -                       | -                       | pax2/5/8 (5, 27)               | -                           | pax2/5/8<br>(5)      | Tt-<br>pax2/5/8<br>(31) | Nvpax2/5/8<br>(40)     |
| -                  | -                  | foxq2-<br>1/foxq2-2 (8) | Sp-foxq2 (19)           | -                              | Tc-foxQ2 (60)               | foxq2 (32)           | Tt-foxq2<br>(31)        | Nvfoxq2d<br>(44, 46)   |

**References:** Numbers correspond to reference number in main text.

2. Martín-Durán, J. M. & Hejnal, A. A developmental perspective on the evolution of the nervous system. *Dev Biol* 475, 181–192 (2019).
5. Holland, L. Z. *et al.* Evolution of bilaterian central nervous systems: a single origin? *EvoDevo* 4, 1–1 (2013).
8. Lowe, C. J. *et al.* Anteroposterior Patterning in Hemichordates and the Origins of the Chordate Nervous System. *Cell* 113, 853–865 (2003).
11. Irimia, M. *et al.* Conserved developmental expression of Fezf in chordates and Drosophila and the origin of the Zona Limitans Intrathalamica (ZLI) brain organizer. *EvoDevo* 1, 7 (2010).

12. Steinmetz, P. R. *et al.* Six3 demarcates the anterior-most developing brain region in bilaterian animals. *EvoDevo* 1, 14 (2010).
15. Petersen, C. P. & Reddien, P. W. Wnt Signaling and the Polarity of the Primary Body Axis. *Cell* 139, 1056–1068 (2009).
17. Lagutin, O. V. *et al.* Six3 repression of Wnt signaling in the anterior neuroectoderm is essential for vertebrate forebrain development. *Gene Dev* 17, 368–379 (2003).
18. Schinko, J. B. *et al.* Divergent functions of orthodenticle, empty spiracles and buttonhead in early head patterning of the beetle *Tribolium castaneum* (Coleoptera). *Dev Biol* 317, 600–613 (2008).
19. Range, R. C. & Wei, Z. An anterior signaling center patterns and sizes the anterior neuroectoderm of the sea urchin embryo. *Development* 143, 1523–1533 (2016).
20. Albuixech-Crespo, B. *et al.* Molecular regionalization of the developing amphioxus neural tube challenges major partitions of the vertebrate brain. *Plos Biol* 15, e2001573 (2017).
21. Castro, L. F. C., Rasmussen, S. L. K., Holland, P. W. H., Holland, N. D. & Holland, L. Z. A Gbx homeobox gene in amphioxus: Insights into ancestry of the ANTP class and evolution of the midbrain/hindbrain boundary. *Dev Biol* 295, 40–51 (2006).
22. Steinmetz, P. R. H., Kostyuchenko, R. P., Fischer, A. & Arendt, D. The segmental pattern of otx, gbx, and Hox genes in the annelid *Platynereis dumerilii*: The segmental pattern of otx, gbx, and Hox genes. *Evol Dev* 13, 72–79 (2011).
23. Howard-Ashby, M. *et al.* Identification and characterization of homeobox transcription factor genes in *Strongylocentrotus purpuratus*, and their expression in embryonic development. *Dev Biol* 300, 74–89 (2006).
24. Panganiban, G. Distal-less function during *Drosophila* appendage and sense organ development. *Dev Dynam* 218, 554–562 (2000).
27. Czerny, T., Bouchard, M., Kozmik, Z. & Busslinger, M. The characterization of novel Pax genes of the sea urchin and *Drosophila* reveal an ancient evolutionary origin of the Pax2/5/8 subfamily. *Mech Develop* 67, 179–192 (1997).
29. Yaguchi, S. *et al.* Fez function is required to maintain the size of the animal plate in the sea urchin embryo. *Development* 138, 4233–4243 (2011).
31. Santagata, S., Resh, C., Hejnol, A., Martindale, M. Q. & Passamanek, Y. J. Development of the larval anterior neuronal domains of *Terebratalia transversa* (Brachiopoda) provides insights into the diversification of larval apical organs and the spiralian nervous system. *EvoDevo* 3, 3 (2012).
32. Marlow, H. *et al.* Larval body patterning and apical organs are conserved in animal evolution. *Bmc Biol* 12, 7 (2014).

39. Marlow, H., Matus, D. Q. & Martindale, M. Q. Ectopic activation of the canonical wnt signaling pathway affects ectodermal patterning along the primary axis during larval development in the anthozoan *Nematostella vectensis*. *Dev Biol* 380, 324–334 (2013).
40. Matus, D. Q., Pang, K., Daly, M. & Martindale, M. Q. Expression of Pax gene family members in the anthozoan cnidarian, *Nematostella vectensis*. *Evol Dev* 9, 25–38 (2007).
41. Mazza, M. E., Pang, K., Reitzel, A. M., Martindale, M. Q. & Finnerty, J. R. A conserved cluster of three PRD-class homeobox genes (homeobrain, rx and orthopedia) in the Cnidaria and Protostomia. *Evodevo* 1, 3 (2010).
42. Sinigaglia, C., Busengdal, H., Leclère, L., Technau, U. & Rentzsch, F. The Bilaterian Head Patterning Gene six3/6 Controls Aboral Domain Development in a Cnidarian. *Plos Biol* 11, e1001488 (2013).
43. Leclère, L., Bause, M., Sinigaglia, C., Steger, J. & Rentzsch, F. Development of the aboral domain in *Nematostella* requires  $\beta$ -catenin and the opposing activities of Six3/6 and Frizzled5/8. *Dev Camb Engl* 143, 1766–1777 (2016).
44. Layden, M. J. *et al.* MAPK signaling is necessary for neurogenesis in *Nematostella vectensis*. *Bmc Biol* 14, 61 (2016).
46. Busengdal, H. & Rentzsch, F. Unipotent progenitors contribute to the generation of sensory cell types in the nervous system of the cnidarian *Nematostella vectensis*. *Dev Biol* 431, 59–68 (2017).
60. Posnien, N., Koniszewski, N.D.B., Hein, H.J., & Bucher, G. Candidate Gene Screen in the Red Flour Beetle *Tribolium* Reveals Six3 as Ancient Regulator of Anterior Median Head and Central Complex Development. *PLoS Genet.* 7, e1002416 (2011).

# Supplementary material for: The brain regulatory program predates central nervous system evolution
**Source:** Sci Rep. 2023 May 27;13:8626. doi: 10.1038/s41598-023-35721-4
**Supplement:** Supplementary file 6 — Supplementary Table 2.

**Table S1.**

|  | Cluster | Genome Identification | Annotation |
| --- | --- | --- | --- |
| 1 | Trunk Ectoderm | NV2g003168000.1 | Nvwnt2 |
| 2 | Aboral Ectoderm | NV2g011441000.1 | Nvsix3/6 |
| 3, 8 | Mesoendoderm 1, Mesoendoderm 2 | NV2g000472000.1 | NvsnailA |
| 4 | Pharyngeal Ectoderm | NV2g011441000.1 | NvfoxA |
| 5, 7, 11, 13 | Cnidocytes 1, Cnidocytes 2, Cnidocytes 3, Cnidocyte 4 | NV2g010686000.1 | Nvncol3 |
|  |  | NV2g005200001.1 | NvNgal |
|  |  | NV2g011820000.1 | Nvncol1 |
| 6 | Gland | NV2g012902000.1 | Nvmucin |
| 9, 12, 14 | Neuron 1 | NV2g000252000.1 | Nvelav |
|  |  | NV2g023192000.1 | Nvlwamide |
|  |  | NV2g009665000.1 | Nvasha |
| 10 | Progenitors | NV2g006608000.1 | Nvath-like |
|  |  | NV2g018827000.1 | Nvmyc1 |
|  |  | NV2g000437000.1 | Nvnanos |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
| **Mitochondrial Genes** | |  |  |
| NV2g000053000.1 | ATP Synthase Mitochondrial F1 Complex assembly factor 1 | | |
| NV2g025931000.1 | NADH-ubiquinone oxidoreducatase chain 2 | |  |
| NV2g006232000.1 | COX assembly mitochondrial protein homolog | |  |
| NV2g024053000.1 | Cytochrome c oxidase subunit 5A, mitochondrial | |  |
| NV2g007852000.1 | ATP Synthase Mitochondrial F1 Complex assembly factor 2 | | |
| NV2g000772000.1 | Cytochrome c oxidase subunit 5B | |  |
| NV2g001453000.1 | Succinate--CoA ligase [GDP-forming] subunit beta, mitochondrial | | |
| NV2g002690000.1 | Translation factor GUF1 homolog, mitochondrial | |  |
| NV2g002540000.1 | Heat shock protein 75 kDa, mitochondrial | |  |
| NV2g002424000.1 | 39S ribosomal protein L22, mitochondrial | |  |
|  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

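The data are single cell UMI counts from wild-type *Nematostella vectensis* gastrulae at 24 h post fertilization, in 4 libraries that are technical replicates of a single pool of embryos. The authors made the deposited counts with Cell Ranger, whose version in the count headers is 6.1.2, and the paper names a later release. The deposited counts are whole numbers of UMIs per gene and barcode, not normalized. The labels give a target of 10000 cells per library. Each library holds 22980631 to 56880930 UMIs, and the depth per cell, a median of 2300 to 6915 UMIs after filtering, limits which genes are detected in a cell. Embryo limits in percent of embryo length come from Data Table S1 of the paper, not from the deposited counts.

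Gene names were taken from Table S2 and the list of mitochondrial features, by the identifiers given there. The reference table of gene symbols matched 0 of the identifiers, and genes without a name are given by identifier. The named genes were set before the data were examined: every gene of Table S2 and of the mitochondrial list, every gene the paper names where an identifier was found, and at most 2 unnamed identifiers that rose and 2 that fell in each comparison. The cnidocyte gene *NvNgal* of Table S2 is not among the features. Of the genes the paper names outside Table S2, none had an identifier in the sources used here, so their cell counts were not analysed here. *Nv-Myostatin* (NV2g025995000.1), which the deposited counts name, was at most at a mean of 0.00681 CPM and was too low to test. The other mitochondrial features were tested in the same comparisons. Cytochrome c oxidase subunit 5A had log2 fold changes of 0.20, 0.16 and 0.34 in cells positive for *NvashA*, *Nvncol3* and *Nvath-like* (edgeR, adjusted p = 0.0047, 0.00032 and 1.2e-05). The fold changes follow TMM scaling and the CPM values the library total, and in CPM this gene was higher in 2, 3 and 4 of 4 libraries, at a mean of 871 in *NvashA*-positive and 881 in negative cells. Heat shock protein 75 kDa was lower in *NvashA*-positive and *Nvath-like*-positive cells, with log2 fold changes of -0.71 and -0.32 (edgeR, adjusted p = 0.0011 and 0.0033). In *Nvath-like*-positive cells cytochrome c oxidase subunit 5B was lower, at -0.79 (edgeR, adjusted p = 0.0026), and succinate--CoA ligase subunit beta, ATP synthase F1 complex assembly factor 1 and the COX assembly protein homolog had log2 fold changes of 0.28, 0.27 and 0.17 (edgeR, adjusted p = 0.00057, 0.0064 and 0.012), with CPM higher in 4, 3 and 3 of 4 libraries. The remaining tests of these features did not pass the threshold.

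Barcodes with at least 500 genes and at most 10% of UMIs in the 10 listed mitochondrial features were kept. Clustering used Seurat 5.3.0 in R 4.3.3 with log normalization, 4000 variable genes, 30 principal components, 20 neighbours and Louvain clustering at a resolution of 0.5. A cluster with a median UMI count below 1/3 of that of all cells and no Table S2 gene among its 10 highest genes by fold was removed, and the other cells were clustered again. Doublets were scored with Scrublet in scanpy 1.11.5 at an expected share of 0.8% per 1000 barcodes. It called 0 of 15780, so the barcodes with the highest scores, 100, 65, 40 and 409 of replicates 1 to 4, were removed instead as an alternative.

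For the comparison of marker-positive with negative cells, UMIs were summed per library over the cells with and without a UMI of the marker. The sums were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, robust quasi-likelihood fit) with the library as a block, leaving out the marker itself, at a Benjamini-Hochberg adjusted p of 0.05. The block was part of the design because both sums come from the same library. DESeq2 1.42.0 was an alternative. Cells were not taken as replicates. The edgeR step was tested on simulated counts in which 200 genes were changed. Each gene had a dispersion of 0.01 and the same mean in every library, apart from the change. The rates below hold for that setting and cannot be carried over to the real counts, where 5264 genes were called for *NvashA*. For the *NvashA* comparison it recovered 55.2% of genes changed 1.5-fold, 86.4% of those changed 2-fold and 100% of those changed 4-fold, and 3.03% of its calls were unchanged genes. Recovery of 2-fold changes was 95.5% for the *Nvncol3* and 93.9% for the *Nvath-like* comparison.

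Thinning drew 1000 UMIs from each cell and left out 228, 195, 181 and 1251 shallower cells of replicates 1 to 4. Co-detection was the log2 odds ratio per library with 0.5 added to each cell of the 2 by 2 table. Shares per library were compared by an exact sign-flip permutation test, whose smallest two-sided p with 4 libraries is 0.13. Embryo limits were compared by permutation tests with 100000 resamples over groups of at least 10 embryos. Python code used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

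The alternatives were other numbers of principal components and variable genes, other resolutions and gene minimums, no mitochondrial filter, no removal of clusters, each library alone, each library left out, DESeq2, no filter on low counts, no replicate block, thinned cells, and positive cells with at least 2 UMIs. The 2-fold threshold for naming clusters, the number of UMIs for thinning, the count of pairs positive in each library, the removal of the highest Scrublet scores and the tests in the closing section were chosen after the data were seen; the rest were set before. Apart from the embryo limits of Data Table S1, measurements with no deposited counts, such as qPCR, were not analysed here.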

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

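The tests of explanations given here were all chosen after the results were seen, and no biological explanation was tested, since the data hold 1 condition. For each share of cells in a cluster or class, and the other per-library measures, the most distant of the 4 libraries was compared with the rest by Dixon's test at the 95% level. Of 36 measures 11 passed it, all with replicate 4 as the distant library, where chance alone passes about 1 in 20; the measures are not independent of each other. Replicate 4 had 6.764% neuron-like cells against 3.031% to 3.306% in the other libraries, and 3.081% progenitor-like cells, which are cluster 8, against 6.337% to 6.693%. It had 16.82% of its cells in cluster 4 (4.418% to 6.028% elsewhere), 6.112% in cluster 9 (2.992% to 3.274%) and 5.656% in cluster 12 (0.7213% to 1.24%). Barcodes with the highest Scrublet scores made up 13.9% of cluster 4 and 13.3% of cluster 12.

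Replicate 4 had 2.331% of its cells in cluster 13 (0.1969% to 0.4122% in the others), 1.239% in cluster 16 (at most 0.0954%), 0.8476% in cluster 17 (at most 0.0515%), 0.652% in cluster 18 (at most 0.0394%) and 0.3749% in cluster 19, which held no cell of the others. A larger number of barcodes alone argues for equal shares, but these clusters together took at most 0.464% of the cells of replicates 1 to 3 and 5.44% of those of replicate 4. Cells shallow for replicate 4 are argued against for clusters 13, 17 and 18, whose lowest median there was 4000 UMIs against 2925 for the library. That comparison cannot decide on the lower depth of replicate 4 as a whole. The medians of clusters 17 and 18 there, 4000 and 4511 UMIs, lay below the 5099 to 6915 of replicates 1 to 3 after the filter. For clusters 16 and 19, at 1989.5 and 1309 UMIs, shallow cells cannot be told apart from another cause because both medians lie below 2925. Doublets cannot be told apart from another cause because the automatic threshold of Scrublet called 0 barcodes: the highest scores took 2 of 258 cells of replicate 4 in clusters 13, 17, 18 and 19 (0.775%) and 4 of 76 in cluster 16 (5.26%), against 5.72% in that library. A difference in the cells captured in that library may remain. It cannot be told apart from a technical difference in that library's counts, because the libraries were merged and not integrated, and neither was tested.

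Cluster 13 held *NvashA*, *NvLWamide* and *Nvelav* beside an *Nvwnt2* level of 419 CPM, as a neuron and an *Nvwnt2*-high cell in the same droplet could. In replicate 4, which held 143 of its cells, *NvashA* made up 35.7% of the *NvashA* and *NvLWamide* UMIs in cluster 13 and 21.5% in cluster 9, a difference of 14.2 points, and the median in cluster 13 was 6446 UMIs against 9586 in cluster 1. Replicates 1 to 3 held 8, 5 and 8 of its cells, with differences of 13.0, 24.3 and 42.3 points and with medians of 81614, 46746 and 33826.5 UMIs, above the 8881, 5957.5 and 6857 of cluster 1. Neurons in the same droplets, and UMIs of a neuron added to those of an *Nvwnt2*-high cell, both cannot be told apart from another cause because 1 library alone held at least 20 of the cells, and its median lay on the other side of cluster 1.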

How the results depend on the processing

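The removal of the highest Scrublet scores, the number of UMIs for thinning and the count of pairs positive in each library were chosen after seeing the data. Thinning to 1000 UMIs, which evens out depth, changed more named genes and marker pairs than any other alternative. The number of clusters was 31 at a resolution of 1.0 and 10 to 21 with a library left out, 10 without replicate 4. The neuron-like share was 3.61% to 4.46% with a library left out, and with each library alone 2.84% to 9.33%. The progenitor-like share was 4.72% to 7.14% with a library left out, and 8.30% over the libraries each alone. In replicate 3 alone 1 cluster met both rules, so that both shares were 9.33%. Without replicate 1, too, 1 cluster met both rules and was counted in both shares. The excess of *NvashA*-positive cells in neuron-like clusters was 46.3 points with 20 principal components, 45.1 with 50, 48.7 with fewer variable genes, 36.8 with at least 1000 genes per cell, and 40.4 to 44.0 with a library left out. Barcodes kept were 16089 with no mitochondrial filter and 10685 with at least 1000 genes. The cause was not tested for these.

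Genes called in *NvashA*-positive cells were 1477 after thinning and 3374 to 4996 with a library left out, in *Nvath-like*-positive cells 522 and 4668 to 5902, and in *Nvncol3*-positive cells 2353 and 3687 to 4278, with 2854 from DESeq2. With no replicate block the counts were 4776, 4574 and 2644, and of the named genes 4 calls were lost and none gained. The other totals stayed within 1.5 times. The genes called lower fell further, in *NvashA*-positive cells from 2121 to 914 without replicate 1 and 1259 without replicate 3, in *Nvncol3*-positive cells from 2253 to 1414 without replicate 4, and in *Nvath-like*-positive cells from 3329 to 1779 with DESeq2; the cause was not tested. Thinning reversed *Nvath-like* (-0.48) and *Nvncol3* (-1.08) in *NvashA*-positive and *NvsnailA* (-0.88) in *Nvncol3*-positive cells, on fewer cells and UMIs by construction. In the thinned *NvashA* comparison the median log2 fold change over all genes was itself -0.34. The new sign of *Nvath-like* there does not by itself set it apart from other genes. Among the other results for Table S2 genes and unnamed identifiers, 24 stayed called or not called as before, whatever their sign. A call was lost in 6 and gained in 3. Genes no longer tested after thinning are not in these counts. Thinning left 10105, 9717 and 11680 genes tested in the *NvashA*, *Nvath-like* and *Nvncol3* comparisons, against 16589, 16714 and 16722 before it.

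The pairs of markers detected together in each library were 15 after thinning (44 to 47 with a library left out). Thinning turned 32 mean log2 odds ratios from above to below 0. Of these, 12 had not been positive in each library, and the other 20 were *Nvelav* with *Nvncol3* (-0.25), *Nvncol1* (-0.64), *Nvmyc1* (-0.14) and NV2g011441000.1 (-0.35); *NvLWamide* with *Nvmyc1* (-0.33) and *NvsnailA* (-0.27); *NvashA* with *Nvath-like* (-0.70) and *Nvmucin* (-0.20); *Nvncol3* with *Nvath-like* (-0.51), *Nvmyc1* (-0.028), *Nvnanos* (-0.02), NV2g011441000.1 (-0.995) and *NvsnailA* (-1.11); *Nvncol1* with *Nvath-like* (-0.27); *Nvath-like* with *Nvwnt2* (-0.72) and *NvsnailA* (-0.41); *Nvmyc1* with *Nvwnt2* (-0.24) and *NvsnailA* (-1.39); and NV2g011441000.1 with *Nvnanos* (-1.30) and *NvsnailA* (-0.80). Leaving out barcodes that Scrublet calls doublets changed nothing because it called none. The cnidocyte-like share and the *Nvgfi-like* and *Nvpea3-like* results from the cell counts gave no value. Of the embryo limits 25 of 44 comparisons were called, and 26 with medians, which added the oral limit of *Nvdlx* under iCRT14. Without embryos whose oral limit was recorded at 100 PEL, 22 of 42 were called. The oral limit of *Nvfoxq2d* in *venus* animals with azakenpaullone was then no longer called. That filter leaves out limits recorded at the aboral pole, in this comparison those of treated embryos only, so the lost call cannot decide on a shift. A record of 100 does not by itself show whether a domain was present.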

Differences from the paper's values

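The 19 clusters found here stand beside the 14 of the paper, which Table S2 numbers, and this is within 1.5 times. With 50 principal components (23), a resolution of 1.0 (31) or no cluster removed (22) the number was over 1.5 times the paper's, as it was in replicate 4 clustered alone (24), while replicates 1 to 3 alone gave 9, 10 and 9, of which 9 is more than 1.5 times below it (13 on average over the 4 libraries). It was 16 with at least 1000 genes per cell and 10 without replicate 4. Fig. 2a labels more neuronal clusters than the 2 neuron-like clusters found here, whose names were rebuilt from Table S2. The legend of Fig. 2b places *NvashA* within the neuronal cluster, while the panel also shows *NvashA* in some cells outside it, and here 45.2% ± 2.61 (SD, n = 4 libraries) of cells with an *NvashA* UMI lay in neuron-like clusters, while *NvashA* itself was highest in cluster 9, at 748 CPM. The count headers name Cell Ranger 6.1.2, and the methods a later release.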

Other observations

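*Nvncol3* was at 8502 CPM in cluster 10, 23640 CPM in cluster 11 and 28390 CPM in cluster 14, and *Nvncol1* at 400, 4.17 and 225 CPM. Cluster 16, with 79 cells of which 76 came from replicate 4, held 9384 CPM of *Nvncol3* together with 332 CPM of the gland gene *Nvmucin*, 9.09-fold above all other cells. In replicate 4, 5.26% of its cells were among the highest Scrublet scores, against 5.72% of all cells, and doublets of both cell types stay open. Cluster 18 held *NvLWamide* at 681 CPM beside *Nvwnt2* at 407 CPM.

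*NvashA* was also detected in cluster 10, the cluster with the highest *Nvncol1* level. These tests were all chosen after the results were seen. Free RNA predicts equal shares of positive cells in clusters 10 and 11 after thinning to 1000 UMIs, but the share was 6.35% ± 3.06 (SD, n = 4 libraries) in cluster 10 and 0.588% ± 0.842 in cluster 11, higher by 5.76 points ± 3.32 and in 4 of 4 libraries (21.8% and 2.04% before thinning, at medians of 4027 and 2742 UMIs). Neurons in the same droplets predict the ratio of cluster 9 if they are like its cells. *NvashA* made up 46.1% ± 9.76 of the *NvashA* and *NvLWamide* UMIs in cluster 10 and 23.1% ± 1.33 in cluster 9, a difference of 23.0 points ± 8.68 in 4 of 4 libraries. The shares of positive cells argue against free RNA. The ratio cannot decide on neurons in the same droplets, because it also differed where *NvashA* lay below its level in other cells. *NvashA* and *NvLWamide* were at 26.8 and 30.6 CPM in cluster 8 and at 7.10 and 8.15 CPM in cluster 12. A hypothesis is that some cells of cluster 10 may express *NvashA* themselves, and no biological explanation was tested.

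The 8 sums of positive and negative cells are pairs from the same library, and of the 35 ways to divide them 8 part each pair, too few for a share under 0.05. With no replicate block, 1 of 8 gave as many genes as the real division for each marker, the real one itself. For *NvashA* the real division called 4776 genes with edgeR, for *Nvncol3* 2644 and for *Nvath-like* 4574, against at most 0 for the others that part each pair and at most 0, 3 and 2 for those that do not.

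Some blocks of Data Table S1 carry values under a gene whose listed mean and number match another gene. Under *Nvsix3/6* shRNA, the 41 values under 127924 have the mean listed for foxq2d, 86.3 PEL, and the 29 values under foxq2d have that listed for 118015, 89.0, so these were not tested here.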
